# Whole-transcriptome sequencing reveals a vernalization-related ceRNA regulatory network in chinese cabbage (*Brassica campestris* L. ssp. *pekinensis*)

**DOI:** 10.1186/s12864-021-08110-2

**Published:** 2021-11-13

**Authors:** Fengyan Shi, Hezi Xu, Chuanhong Liu, Chong Tan, Jie Ren, Xueling Ye, Hui Feng, Zhiyong Liu

**Keywords:** Chinese cabbage, Vernalization, Whole transcriptome, ceRNA, Non-coding RNA

## Abstract

**Background:**

The transition from vegetative growth to reproductive growth involves various pathways. Vernalization is a crucial process for floral organ formation and regulation of flowering time that is widely utilized in plant breeding. In this study, we aimed to identify the global landscape of mRNAs, microRNAs (miRNAs), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs) related to vernalization in Chinese cabbage. These data were then used to construct a competitive endogenous RNA (ceRNA) network that provides valuable information to better understand the vernalization response.

**Results:**

In this study, seeds sampled from the Chinese cabbage doubled haploid (DH) line ‘FT’ with or without vernalization treatment were used for whole-transcriptome sequencing. A total of 2702 differentially expressed (DE) mRNAs, 151 DE lncRNAs, 16 DE circRNAs, and 233 DE miRNAs were identified in the vernalization-treated seeds. Various transcription factors, such as WRKY, MYB, NAC, bHLH, MADS-box, zinc finger protein CONSTANS-like gene, and B3 domain protein, and regulatory proteins that play important roles in the vernalization pathway were identified. Additionally, we constructed a vernalization-related ceRNA–miRNA–target gene network and obtained 199 pairs of ceRNA relationships, including 108 DEmiRNA‒DEmRNA, 67 DEmiRNA‒DElncRNA, and 12 DEmiRNA‒DEcircRNA interactions, in Chinese cabbage. Furthermore, several important vernalization-related genes and their interacting lncRNAs, circRNAs, and miRNAs, which are involved in the regulation of flowering time, floral organ formation, bolting, and flowering, were identified.

**Conclusions:**

Our results reveal the potential mRNA and non-coding RNAs involved in vernalization, providing a foundation for further studies on the molecular mechanisms underlying vernalization in Chinese cabbage.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08110-2.

## Background

Vegetative and reproductive growth are important developmental stages in the life cycles of terrestrial plants. Reproductive growth is regulated by various environmental factors and endogenous signals that induce flowering [1]. Flowering indicates the beginning of sexual reproduction and the formation of seeds and fruits. The flowering transition process is complex and regulated by the interaction of endogenous factors, including developmental age, and external environmental factors, such as temperature and photoperiod [2]. A variety of signals are generated to coordinate and regulate flowering time [2, 3]. In rice, wheat, and *Arabidopsis thaliana*, there are five regulatory modes affecting bolting and flowering (i.e., photoperiod, age, gibberellin, autonomous, and vernalization pathways), which function independently and complement each other [4–7].

Vernalization is crucial for the regulation of floral organ formation and flowering time [8]. Various genes are involved in the vernalization pathway; however, their effect on flowering time is mainly dependent on the flowering repressor, *FLOWERING LOCUS C* (*FLC*) [8]. *FLC* encodes a MADS-box transcription factor that inhibits the transcriptional activation causing floral organ transformation [9]. There are four *FLC* paralogs in *Brassica rapa*, three of which have inhibitory effects on flowering [10, 11]. *BrFLC5* is a weak regulatory gene that plays an important role in the regulation of flowering in Chinese cabbage [12]. *FLC* also inhibits many genes that encode flowering integration factors, including the *suppressor of CONSTANS overexpression 1* (*SOC1*) and *flowering locus T* (*FT*), and this inhibits flowering [13]. *Frigida* (*FRI*), located upstream of *FLC*, can mediate the vernalization process by positively regulating *FLC* [14]. The inhibition or mutation of either *FRI* or *FLC* leads to an early flowering phenotype [14]. The genes responsible for histone modifications of *FLC* chromatin during *Arabidopsis thaliana* bolting and flowering mainly include *vernalization insensitive 3* (*VIN3*), *vernalization 1* (*VRN1*), and *vernalization 2* (*VRN2*) [14]. The vernalization of *B. rapa* also regulates the expression of *VRN1*, *VRN2*, and *VIN3* [15]. The expression of *VIN3* is reportedly weak at room temperature, and its expression level gradually increases during vernalization and low-temperature treatments. *VIN3* can only be expressed after a long period of low-temperature induction; it inhibits the expression of *FLC* and promotes plant flowering [16]. *VRN1* encodes a DNA-binding protein that can regulate MADS-box transcription; VRN2 regulates gene expression by modifying the chromatin structure. The main function of *VRN1* and *VRN2* is to maintain the inhibitory effect of *VIN3* on *FLC* [17, 18]. Considering years of research, genes comprising the *FLC*, *VRN*, and *VIN3* families are the most thoroughly studied vernalization-related genes in Chinese cabbage [19].

When combined with transcriptomic technology, the analysis of genome-wide differential RNA expression can reveal changes in plant transcriptome levels, thus facilitating research on the molecular mechanisms underlying plant development [20, 21]. Various vernalization-related genes have been identified using transcriptome sequencing [22]. For instance, Li et al. [23] studied the whole-genome interaction dynamics and vernalization regulatory pathway of transcription factors during oriental lily development via transcriptome sequencing. In orchardgrass, the roles of the MADS-box, WRKY, bHLH, NAC, AP2/EREBP, and CCAAT families in vernalization and flower bud development were explored using RNA-Seq [24]. A series of vernalization-related genes, including two *FLC* genes, were screened during a genome-wide transcriptome analysis of radish; 775 vernalization-related candidate genes were identified according to their expression profiles [25]. Transcriptome sequencing showed that the expression patterns of *VIN1*, *trehalose-phosphate synthase* (*TPS*), *cyclic dof factor* (*CDF*), *UTP-glucose-1-phosphate uridylyltransferase* (*UGP*), and seven hormone (auxin, gibberellin, ethylene, abscisic acid, jasmonic acid, cytokinin and salicylic acid) pathway genes differed during vernalization in *B. rapa* [26]. In addition to mRNAs, cells also contain a variety of non-coding RNAs (ncRNAs), such as microRNAs (miRNAs), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs). Studies have shown that ncRNAs (COOLAIR, COLDWRAP, and COLDAIR) formed by antisense transcripts induced by low temperature play a regulatory role in the vernalization pathway mediating *Arabidopsis thaliana* bolting and flowering [27–29]. Analysis of the lncRNAs of *B. rapa* under vernalization conditions demonstrated that most of the differentially expressed lncRNAs (DElncRNAs) did not change the expression levels of the mRNAs covering or close to the lncRNAs, indicating that the transcription reactions for lncRNAs and mRNAs were independent after cold treatment. However, some differentially expressed mRNAs (DEmRNAs) have the same expression pattern as natural antisense transcripts [30]. Interactions among mRNAs, miRNAs, lncRNAs, and circRNAs can affect gene expression, and the competitive endogenous RNA (ceRNA) hypothesis has been proposed [31]. The ceRNA network has been constructed and explored in many plants, showing that it plays important roles in plant growth and development [25, 32, 33]. However, the regulatory network for ceRNAs in the vernalization pathway has not yet been established. Hence, it is important to better understand the interactions between mRNAs, miRNAs, lncRNAs, and circRNAs in the bolting and flowering of Chinese cabbage.

Chinese cabbage (*Brassica campestris* L. ssp. *pekinensis*), which originated in China, is a diploid vegetable crop of the genus *Brassica* belonging to the Cruciferae family; it is palatable, nutritious, storable, and popular among consumers [34]. Chinese cabbage is a biennial plant with seed vernalization; it is usually planted in autumn when the temperature drops from August to November in Japan and China, and it bolts and flowers in spring. One main factor affecting the yield of Chinese cabbage is temperature; low temperatures act on germinating seeds and seedlings to induce flower bud differentiation and early bolting, thus reducing their commercial value [35]. However, rapid bolting and flowering can also be beneficial when they are utilized for rapid breeding to develop improved cultivars. Hence, vernalization has positive effects on Chinese cabbage cultivation; however, further research is required to understand these effects. Moreover, it is crucial that the molecular mechanisms involved in the vernalization of Chinese cabbage are further investigated to address the current production problems.

In this study, we aimed to identify the expression patterns of mRNAs, miRNAs, lncRNAs, and circRNAs related to vernalization in Chinese cabbage to construct a ceRNA network that provides a foundation for the future exploration of the underlying regulatory mechanisms.

## Results

### Identification and functional enrichment analysis of DEmRNAs between non-vernalized (Nor) and vernalized (Ver) samples

This study used germinated non-vernalized and vernalized (4 ℃ for 25 days) Chinese cabbage seeds (Fig. 1A). 

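The seeds came from the double haploid line 'FT' and were germinated on wet filter paper, with 20 seeds in each culture dish, and each dish was a biological repetition. After germination, the Ver seeds stayed at 4 °C in the dark for 25 days, and the Nor seeds stayed at 25 °C in the dark for about 48 h. Both groups were sampled when they had reached the same length. The Ver and Nor seeds therefore differed in age as well as in temperature, and the 3 libraries per group include none from seeds of the same age kept without cold.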

The vernalized plants were found to bolt earlier than the non-vernalized plants (Fig. 1B). 

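RNA from each dish was depleted of ribosomal RNA, so that mRNAs, lncRNAs and circRNAs were read from the same strand-specific paired-end library. The authors trimmed the reads with Cutadapt, mapped them to B. rapa v3.0 with Bowtie2 and TopHat2, assembled transcripts with StringTie and estimated their expression with StringTie and Ballgown. For each of 57931 linear transcripts, the authors give an estimated count and an FPKM value in each of the 3 Nor and 3 Ver libraries. The counts are whole numbers without normalization, and an FPKM of 0 is written as 0.0001. How the counts were derived is not named in the paper's text. The counts total 103636008, 83976912 and 104903263 in Nor 1, Nor 2 and Nor 3, and 97291567, 95919873 and 96300039 in Ver 1, Ver 2 and Ver 3. The 10 transcripts with the most counts hold between 15.6% and 19.3% of a library.
 
The 33354 transcripts of the reference annotation were taken as mRNAs. Assembled transcripts of class i (within an intron), u (intergenic) or x (antisense) and at least 200 bp long were taken as lncRNAs, because the authors' table states a transcript type for 0 transcripts, and the authors' filter on coding potential was not repeated. The estimated counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test) on the 49351 transcripts that passed the count filter. A transcript was called a DEmRNA or DElncRNA at an absolute log2 fold change above 1 and an unadjusted p of at most 0.05, which are the thresholds of the paper, and calls with Benjamini-Hochberg adjusted p are given beside them. In data simulated at the spread of these libraries, 200 transcripts were changed 8-fold. At an adjusted p of at most 0.05 this test found 60% of them, and 2.44% of its calls were false. On the unadjusted p it found 96%, and 4.57% of the unchanged transcripts had a p below 0.05. The 2.44% therefore does not hold for calls on the unadjusted p. The test, the thresholds, the genes to be named and the alternative settings were chosen before the data were examined, with the following exceptions. The class codes that define lncRNAs replaced the planned use of a stated transcript type after the data were seen. A further 4 alternatives, and the use of further fits for the transcription factor families and pathways, are marked where they are used.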

Whole-transcriptome sequencing of six RNA libraries (Nor 1, Nor 2, Nor 3, Ver 1, Ver 2, and Ver 3) was performed using the Illumina Novaseq 6000 platform. A total of 318,067,362 and 308,406,152 raw reads and 260,237,854 and 259,839,298 valid reads after filtering were obtained from the Nor and Ver libraries, respectively (Table S1). 

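By library, the paper's Table S1 gives 91577148, 76477304 and 92183402 valid reads for Nor 1, Nor 2 and Nor 3, and 84629688, 85688698 and 89520912 for Ver 1, Ver 2 and Ver 3. The same table gives between 67421958 and 80988659 mapped reads per library. Divided by these mapped reads, the estimated counts come to between 1.22 (Ver 3) and 1.30 (Ver 1) per read, or between 3.41 and 3.44 per read pair when the scale implied by the FPKM values is used. A count is therefore not 1 sequenced fragment, and the counting error computed from the counts is smaller than the error of the fragments.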

After stringent filtering, the valid reads were mapped to the *B. rapa* v3.0 reference genome. A total of 33,348 mRNAs were identified; 1799 were specifically expressed in the Nor library and 1659 in the Ver library (Table S2, Fig. 2A). 

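An mRNA was taken as present in a group when its FPKM was above 0 in at least 1 of the 3 libraries. By this rule 33348 mRNAs were identified, of which 1659 had an FPKM above 0 in the Nor libraries only, 1799 in the Ver libraries only and 29890 in both groups. Most mRNAs of the 1-group sets were near the limit of detection. The median of their mean counts was 2.67 in both sets, and 221 of the Nor-only and 283 of the Ver-only mRNAs were seen in all 3 libraries of their group. Requiring an FPKM of at least 0.1 moved the total most, to 29505 mRNAs, with 1705 in Nor only and 1883 in Ver only. With each library left out in turn, the Nor-only number ranged from 1294 to 2193 and the Ver-only number from 1400 to 2438.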

A | log_2_ (fold change) | > 1 and *p* ≤ 0.05 were used as the standard thresholds for screening the DEmRNAs. 

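Of the 26531 mRNAs tested, 11466 had an unadjusted p of at most 0.05 in the edgeR fit, so the threshold on the fold change decided most calls. The spread between dishes was small where counts were high. For genes with more than 500 counts in each library of a group, the median coefficient of variation of the counts summed over a gene was 4.40% in the Nor libraries (16037 genes) and 4.46% in the Ver libraries (16367 genes). Single transcripts varied more, with medians of 5.95% and 6.08%, and 461 and 432 of them varied by more than 50% against 30 and 32 of the gene sums. Over all transcripts tested, the fit gave a common dispersion of 0.363, which edgeR terms a biological coefficient of variation of 0.603. The fit takes in transcripts with few counts and transcripts of the same gene that share its reads. The 0.603 is therefore not a measure of the biological spread between dishes alone.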

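The edgeR fit called 4724 mRNAs, of which 2234 (47.3%) were higher and 2490 were lower in the Ver samples. At an adjusted p of at most 0.05 the count was 3975, with 1852 higher and 2123 lower. Fitting limma to log2(FPKM + 1) moved the count most, to 2049 (995 higher, 1054 lower), and 1926 of these were among the 4724. Requiring a mean CPM of at least 1 left 2979, of which 2969 were among the 4724. With each library left out in turn the count stayed between 4638 and 4772. The copy of Table S3 used here holds 766 mRNAs of the 2702 that the paper reports.

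By the rule for naming genes, the mRNAs with the largest falls were BraA03g011390.3C (non-specific lipid-transfer protein 3), BraA02g021480.3C (uncharacterized), BraA07g028470.3C (STRICTOSIDINE SYNTHASE-LIKE 12-like) and BraA02g006360.3C (not described). Their log2 fold changes were -6.99, -6.72, -5.92 and -5.76, with standard errors of 0.18, 0.40, 0.31 and 0.45. Each standard error of an edgeR fold change was derived from it and the F statistic of its test, and is not a spread of the libraries. The largest rises were 9.36 for BraA03g022330.3C (COLD-REGULATED 15B), 7.53 for BraA01g007420.3C (a probable xyloglucan endotransglucosylase), 7.40 for BraA09g062410.3C (galactinol synthase 3) and 7.22 for BraA01g014690.3C (cellulose synthase-like G2). StringTie divides the reads of a gene between its isoforms, and summed over their gene the counts of BraA02g006360.3C rose by 0.22 and those of BraA01g007420.3C, whose gene also holds another mRNA, fell by 1.43. For 641 of the 4724 DEmRNAs (13.6%) the summed gene was not past the thresholds, and in 164 of these it moved the other way. An assembled transcript of any class was present in the gene of 91.0% of the 641, against 26.3% of all DEmRNAs. A gene with 1 transcript has a sum equal to that transcript, so the definition of the 641 largely sets this share. It is no test of how reads were divided.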

A total of 2702 DEmRNAs were obtained, of which 1303 were upregulated (48.22 %) and 1399 were downregulated (51.78 %) (Table S3, Fig. 2B). The expression profiles of the DEmRNAs in each treatment were visualized using a heat map; the DEmRNAs in the Nor and Ver samples were clustered separately, whereas for each of them the three replicates were clustered together (Fig. 2C).

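The DEmRNAs were selected for their difference between the groups, so the libraries were clustered here on 16757 mRNAs with a mean FPKM of at least 1, whether called or not. Average linkage on 1 - Pearson r of log2(FPKM + 1) placed 6 of 6 libraries next to the other libraries of their own group. Across mRNAs within pairs of libraries, r lay between 0.955 and 0.960 for pairs of the same group and between 0.853 and 0.858 for pairs of different groups. mRNAs are not independent replicates, so no p is given for these correlations. The first principal component held 66.7% of the variance and the second 8.87%. With log2(FPKM + 0.1), the alternative that moved the components most, the first held 57.5%. Leaving out any 1 library left 5 of 5 libraries with their own group.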

**Fig. 1:**
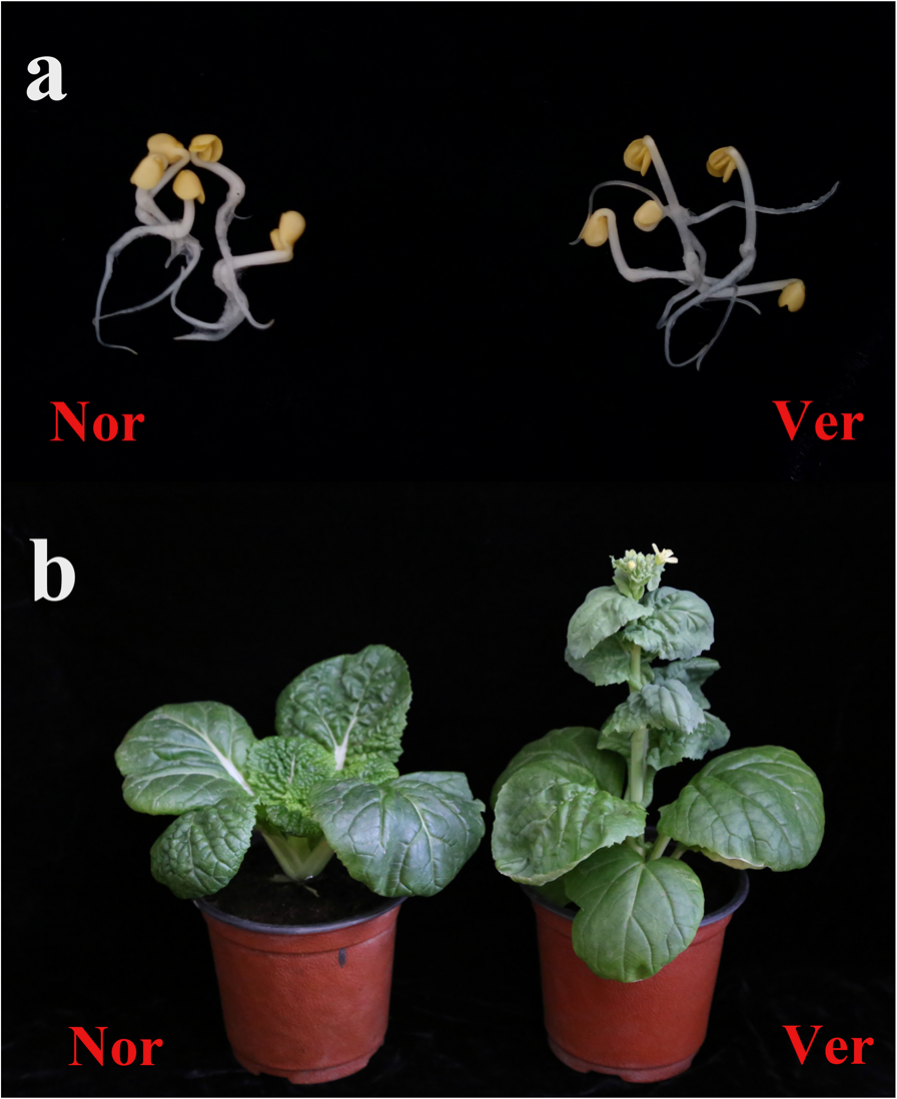
Germinated seeds (**A**) and plants (**B**) of Chinese cabbage exposed to non-vernalized (Nor) and vernalized (Ver; 4 °C for 25 d) conditions

**Fig. 2:**
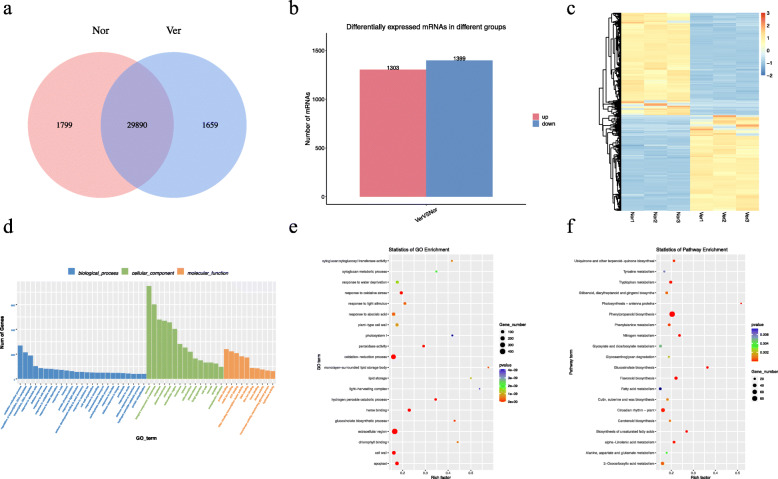
Identification and analysis of mRNAs under vernalization. **A** Venn diagram showing the number of mRNAs in non-vernalized (Nor) and vernalized (Ver) Chinese cabbage seeds; (**B**) statistical analysis of the number of up- and downregulated differentially expressed mRNAs (DEmRNAs) identified between the Nor and Ver samples; (**C**) heat map; (**D**) Gene Ontology (GO) classifications; (**E**) GO enrichment analysis; and (**F**) Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments for all of the DEmRNAs

Among the DEmRNAs, several transcription factors and regulatory proteins that play important roles in the vernalization pathway were identified, including four WRKY transcription factors, 11 MYB transcription factors, one NAC transcription factor, eight basic helix‒loop‒helix (bHLH) transcription factors, two AP2/ERFs, 11 zinc finger protein CONSTANS-like genes, and six B3 domain-containing proteins. Additionally, *BraA02g003340.3 C* and *BraA03g004170.3 C*, which were homologous to *FLC*, were downregulated after vernalization. 

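Families were counted from the gene descriptions in the authors' table, which name 930 mRNAs of these 7 families, and 736 of them were tested. In all, 178 were called (87 higher and 91 lower in Ver). These were 22 WRKY, 45 MYB, 16 NAC, 24 bHLH, 46 AP2/ERF, 12 CONSTANS-like and 13 B3 domain-containing mRNAs. Requiring an adjusted p of at most 0.05 gave 141, and leaving out each library in turn gave totals from 165 to 173. Among settings chosen for the families after seeing the data, limma on log2(FPKM + 1) moved the total most, to 52, and a mean CPM of at least 1 gave 91. A description that names a family does not show that the protein belongs to it.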

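BraA02g003340.3C lies on chromosome A02 of B. rapa v3.0 from 1616321 to 1619579, has 7 exons and is described as MADS-box protein FLOWERING LOCUS C isoform X1. Its normalized count was 1418 ± 236 (SD, n = 3) in Nor and 113.6 ± 40.7 (SD, n = 3) in Ver, a log2 fold change of -3.64 (standard error 0.35, adjusted p = 0.00112 from edgeR). BraA03g004170.3C lies on A03 from 1785605 to 1788549 and had 1282 ± 112 (SD, n = 3) normalized counts in Nor and 41.4 ± 20.2 (SD, n = 3) in Ver. Its log2 fold change was -4.95 (standard error 0.49, adjusted p = 0.00129 from edgeR). For both genes every Nor library was above every Ver library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Both were called under 20 of 20 alternatives. The setting that moved the fold change most was the sum over all transcripts of the gene for the first, at -2.94, and limma on log2(FPKM + 1) for the second, at -3.53. How reads that fit several of the 4 FLC paralogs were divided among them is not known from the counts.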

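The transcript BraA05g005370.3C on chromosome A05 (2724055 to 2726497) had 3, 0 and 0 counts in Nor 1, Nor 2 and Nor 3 and 46, 129 and 173 in Ver 1, Ver 2 and Ver 3. All Nor counts are at or under the floor of 3 counts, so the rise is given as a lower bound, at least 38.1-fold. Its adjusted p from edgeR was 0.0128, and it reached 0.0872 among the alternatives, all of which called the transcript on the unadjusted p. Most counts of the gene lay on an assembled isoform, looked up after its values were seen, whose counts in the same order were 11, 4, 0, 350, 285 and 317.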

*BraA05g005370.3 C* encoded a MADS-box protein *SOC1* that was upregulated in the Ver samples. Two upregulated *FT* genes (*BraA09g057390.3 C* and *BraA06g013820.3 C*) and three upregulated low temperature-related genes (*BraA03g020550.3 C*, *BraA03g022330.3 C*, and *BraA03g022340.3 C*) were also identified under vernalization. Furthermore, two other *FLC* genes (*BraA10g027720.3 C* and *BraA03g015950.3 C*), three *FT* genes (*BraA02g016700.3 C*, *BraA07g031650*.3 C, and *BraA06g025510*.3 C), three *SOC1* genes (*BraA04g031640.3 C*, *BraA05g005360*.3 C, and *BraA03g023780*.3 C), two *VIN3* genes (*BraA02g012310*.3 C and *BraA03g012460*.3 C), and three *VRN1* genes (*BraA01g033970*.3 C, *BraA05g028310*.3 C, and *BraA03g038610*.3 C) were identified in this study, but they were not differentially expressed between the Nor and Ver treatments.

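BraA09g057390.3C (A09, 40876375 to 40878100) had 66.4 ± 14.3 (SD, n = 3) normalized counts in Nor and 2054 ± 42.2 (SD, n = 3) in Ver, a log2 fold change of 4.95 (standard error 0.20, adjusted p = 5.2e-05 from edgeR). BraA06g013820.3C (A06, 7303633 to 7305401) rose from 38.0 ± 16.6 to 866 ± 42.8 (SD, n = 3 each), with a log2 fold change of 4.51 (standard error 0.41, adjusted p = 0.000916 from edgeR). The description of both genes in the authors' table is MOTHER of FT and TFL1, a relative of FT. BraA03g020550.3C (low temperature-induced protein lt101.2; A03, 9740091 to 9740341) rose from 11.5 ± 3.31 to 273 ± 15.2 normalized counts (SD, n = 3 each). Its log2 fold change was 4.55 (standard error 0.30, adjusted p = 0.000292 from edgeR). BraA03g022330.3C and BraA03g022340.3C are neighbours on A03 (10742454 to 10743137 and 10746249 to 10747328), are both described as COLD-REGULATED 15B and were assembled into 1 gene, so the division of reads between them is uncertain. The first rose from 16.4 ± 10.4 to 10841 ± 509.9 normalized counts (SD, n = 3 each). The second had 0, 9 and 0 counts in the Nor libraries and 564, 1921 and 662 in the Ver libraries.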

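BraA05g005360.3C and BraA03g023780.3C were not analysed here. With the genes called above, 19 flowering and cold genes named by the paper were in the authors' table, 11 passed the count filter and 8 were called. An adjusted p of at most 0.05 was reached by 9 over all tested mRNAs and by 9 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With 1 library left out the number called was 8 or 9. When the counts of all transcripts of a gene were summed, the setting that moved this number most, 13 genes were called, 5 of them genes the transcript counts had not called.

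For BraA10g027720.3C (A10, 18122666 to 18127006), the annotated transcript held 4.14% of the counts of its gene, with 20, 2 and 23 in Nor and 9, 0 and 8 in Ver, and was not tested. The gene sum fell from 436 ± 8.12 to 63.7 ± 3.75 normalized counts (SD, n = 3 each), a log2 fold change of -2.77 (standard error 0.13). BraA03g015950.3C (A03, 7336775 to 7338542) shares its assembled gene with another mRNA, and the gene sum changed by -2.56 (standard error 0.29). The annotated transcript alone was not tested. It had 22, 30 and 4 counts in Nor 1, Nor 2 and Nor 3 and 1, 3 and 1 in the Ver libraries, all at or under the floor of 3. On average it was at least 6.53-fold lower than in Nor, but Nor 3 was itself near the floor. The gene sums of BraA07g031650.3C (described as TWIN SISTER of FT-like) and BraA03g012460.3C (VERNALIZATION INSENSITIVE 3-like) rose by 3.89 (standard error 0.74) and 1.99 (standard error 0.19). BraA04g031640.3C, a SOC1-like gene with 1 transcript, had 0, 11 and 22 counts in Nor and 68, 72 and 92 in Ver. Its log2 fold change of 2.78 was past the fold threshold but not the p threshold, and without Nor 1 it was 2.20 and the gene was called. The VRN1 genes BraA01g033970.3C and BraA05g028310.3C changed by -0.58 and 0.59, and the gene sum of the latter by -0.11, in the other direction. BraA02g016700.3C, BraA06g025510.3C, BraA02g012310.3C and BraA03g038610.3C were not tested, because their counts lay in too few libraries. For BraA02g012310.3C, all 502 counts came from Ver 1.

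**Figure D1:**
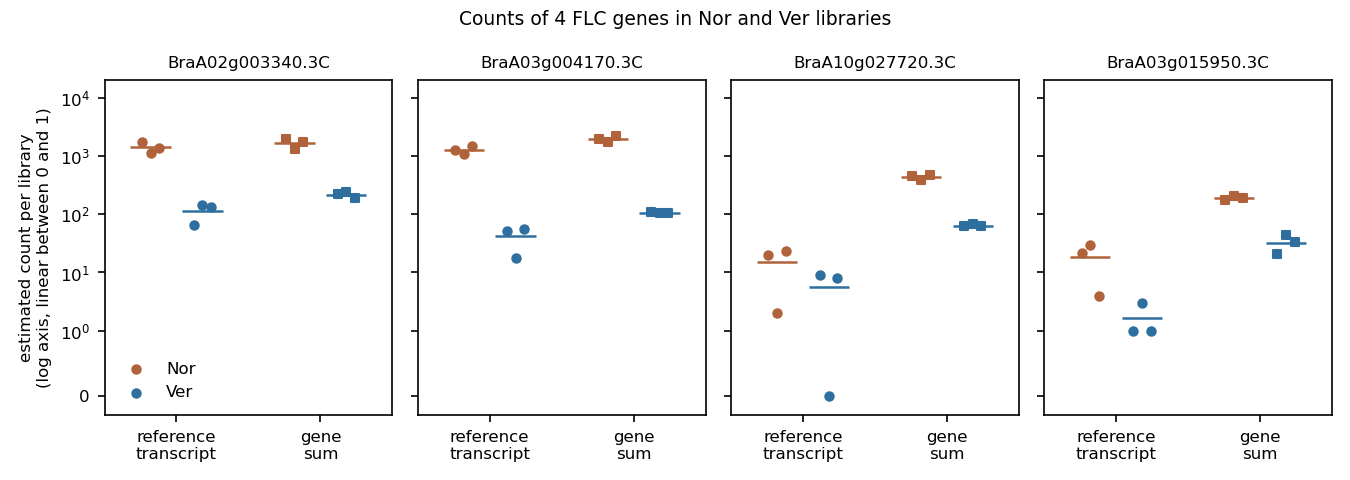
Estimated counts per library, without normalization, for the 4 FLC genes in Nor and Ver, on a log axis. The annotated transcript and the sum over all transcripts of the gene are shown, with 1 point per library (n = 3 per group). The gene sums of BraA10g027720.3C are 458, 378 and 472 in Nor and 62, 67 and 62 in Ver. Its annotated transcript stays under 24 counts in every library.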

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genome (KEGG) enrichment analyses were performed to explore the potential functions of the DEmRNAs (Tables S4 and S5). The majority of the DEmRNAs were annotated to the GO terms “oxidation‒reduction process,” “regulation of transcription, DNA-templated,” and “transcription” under biological process (BP); to “nucleus,” “integral component of membrane,” and “cytoplasm” under cellular component (CC); and to “protein binding,” “metal ion binding,” and “ATP binding” under molecular function (MF) (Fig. 2D). 

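Among the 25737 tested mRNAs with a GO term, 4569 were DEmRNAs. Of these, 1509 were annotated to the nucleus, 962 to the integral component of membrane and 733 to the cytoplasm. In the same way 470 were annotated to regulation of transcription, 407 to transcription and 363 to the oxidation-reduction process, and 395, 347 and 337 to protein binding, ATP binding and metal ion binding. These terms are large, and several held fewer DEmRNAs than their size gives by chance. For the nucleus, with 9654 tested mRNAs, 1714 DEmRNAs would be drawn on average (one-sided exact hypergeometric test for an excess, p = 1). In the same exact test, p was at most 0.05 for regulation of transcription (p = 0.0239), transcription (p = 0.00675) and metal ion binding (p = 0.0296). Their adjusted p was 0.556, 0.230 and 0.617. The oxidation-reduction process also passed after adjustment (exact test, p = 6.3e-13, adjusted p = 1.3e-09). The integral component of membrane (p = 0.0882), the cytoplasm (p = 0.983), protein binding (p = 1) and ATP binding (p = 1) were not enriched in the same exact test. For the integral component of membrane this depended on the setting. The excess passed 0.05 with a background matched on the mean count (permutation test, p = 0.0453), with all mRNAs of the table as background (exact test, p = 0.0329) and for the DEmRNAs at an adjusted p of at most 0.05 (exact test, p = 0.00837), and not with genes in place of transcripts (exact test, p = 0.0906).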

Through GO enrichment analysis, 423 GO terms with significant enrichment were screened with p-values ≤ 0.05. These terms included the oxidation‒reduction process, heme binding, extracellular region, apoplast, peroxidase activity, cell wall, response to oxidative stress, glucosinolate biosynthetic process, monolayer-surrounded lipid storage body, and response to light stimulus (Fig. 2E), which may be involved in the regulation of vernalization in Chinese cabbage. 

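With the authors' GO annotation of the tested mRNAs as background, 373 of 6211 terms had an exact hypergeometric p of at most 0.05, and 3014 terms held at least 1 DEmRNA. Adjusting p over all terms moved this number most, to 86 terms. With a background matched on the mean count it was 386, and with each library left out in turn between 344 and 375. Terms share genes and the tests are not independent of each other.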

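The extracellular region had the smallest p, with 615 DEmRNAs among 1950 tested mRNAs where 346 would be drawn on average (exact hypergeometric test, adjusted p = 4.3e-50). It held 238 higher and 377 lower DEmRNAs. The glucosinolate biosynthetic process held 28 of 42 mRNAs, with 11 higher and 17 lower, and the monolayer-surrounded lipid storage body 16 of 20, with 14 higher and 2 lower. The other terms were heme binding (113 of 323), the oxidation-reduction process (152 higher, 211 lower), peroxidase activity (55 of 138), response to oxidative stress (105 of 356), cell wall (181 of 716), apoplast (152 of 617) and response to light stimulus (70 of 235). The largest adjusted p among these 10 terms was 0.00133, for the apoplast. Lower DEmRNAs outnumbered higher ones in the cell wall (123 against 58) and the apoplast (113 against 39), and higher ones outnumbered lower ones in response to light stimulus (41 against 29). From the enrichment of these terms, the paper proposes that the processes take part in the regulation of vernalization.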

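KEGG annotation was present for 13254 tested mRNAs, of which 2296 were DEmRNAs, in 138 pathways. At least 1 DEmRNA fell in 131 of them. An exact hypergeometric p of at most 0.05 was found for 27 pathways, and 20 remained when p was adjusted over all pathways. With each library left out in turn the number was between 28 and 34, and counting each gene once gave 30 pathways. Phenylpropanoid biosynthesis had the smallest p, with 140 DEmRNAs among 380 tested mRNAs (exact test, p = 2.3e-20).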

According to the KEGG enrichment analysis, these DEmRNAs were enriched in 132 pathways, including 36 significantly enriched KEGG metabolic pathways (*p* ≤ 0.05) (Fig. 2F). Among them, the pathways “photosynthesis‒antenna proteins” and “circadian rhythm‒plant” were significantly enriched in the Nor and Ver samples and played an important role in flowering regulation.

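The pathway photosynthesis - antenna proteins held 31 tested mRNAs, and 30 of them were higher in Ver, with a median log2 fold change of 1.07. All 16 DEmRNAs of the pathway were upregulated (exact hypergeometric test, adjusted p = 0.000373). Among the chlorophyll a-b binding proteins, BraA06g037410.3C rose most, by 3.88 (standard error 0.06, adjusted p = 4.5e-06 from edgeR), and BraA02g023540.3C was the single lower one, at -0.17 (standard error 0.35, adjusted p = 0.763 from edgeR). The annotation in the authors' table also places COLD-REGULATED 15B (BraA03g022340.3C) and a mediator subunit (BraA08g029760.3C) in this pathway. Circadian rhythm - plant held 61 DEmRNAs among 225 tested mRNAs (exact hypergeometric test, adjusted p = 0.00267), with 46 upregulated and 15 downregulated. Its median log2 fold change was 0.23, with 90 of the 225 mRNAs lower in Ver. The largest changes in it were of transcripts at 0 counts in 1 group. APRR7 (BraA10g032970.3C) had 0 counts in the Nor libraries and was at least 185-fold higher in Ver, while the sum over its gene rose by 0.85 and was not called. MYB114 (BraA03g040840.3C) had 22, 24 and 19 counts in Nor and 0 in Ver, at least 7.35-fold lower, and was not called by limma on log2(FPKM + 1).

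In a test of whole sets among mRNAs (camera with a preset correlation of 0.01), 7 of 11 sets differed at an adjusted p of at most 0.05. The antenna proteins (adjusted p = 4.9e-17), photosystem I (adjusted p = 8.2e-14), the lipid storage body (adjusted p = 6.2e-07), the circadian pathway (adjusted p = 0.00602), cold acclimation (adjusted p = 0.0102) and the GO term circadian rhythm (adjusted p = 0.0154) were higher in Ver. The glucosinolate biosynthetic process was lower (adjusted p = 0.0131). Response to cold, nutrient reservoir activity, starch and sucrose metabolism and plant hormone signal transduction did not differ, with adjusted p of 0.323, 0.323, 0.983 and 0.676. Under fry, all 7 of these calls held and only starch and sucrose metabolism was not called. The paper states that both pathways play a role in flowering regulation.

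**Figure D2:**
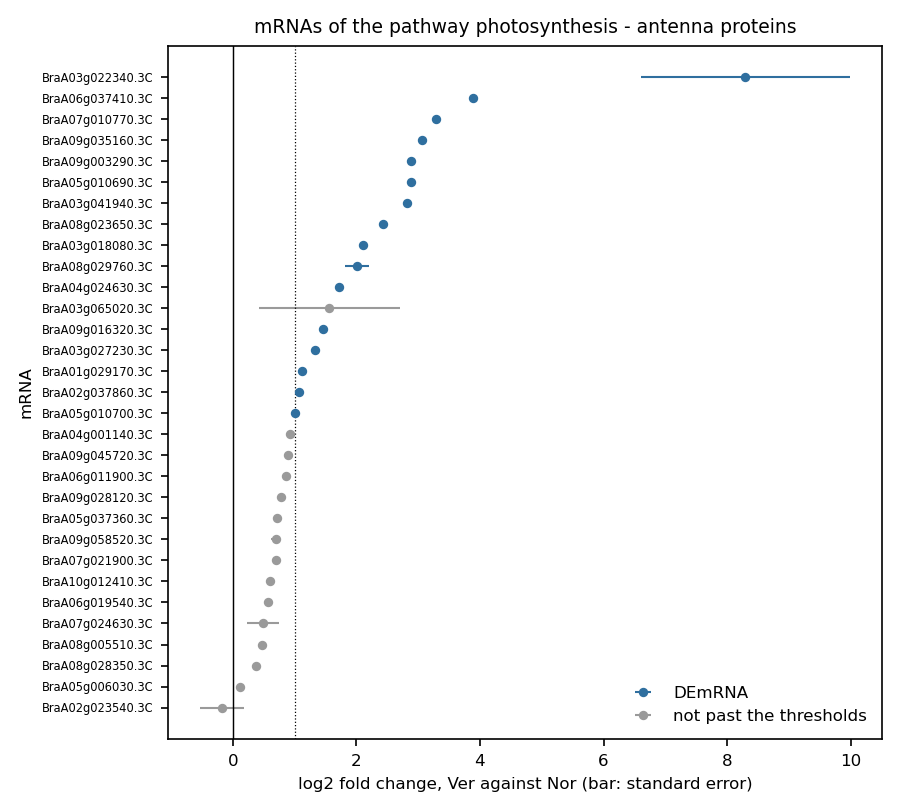
Log2 fold change (Ver over Nor, bars for the standard error, n = 3 libraries per group) of the 31 tested mRNAs in the pathway photosynthesis - antenna proteins, sorted by size. Of the 31 mRNAs, 30 lie above 0 and 16 are DEmRNAs.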

### Identification and functional enrichment analysis of DElncRNAs between the Nor and Ver samples

In addition to the mRNAs, a total of 1858 lncRNAs were identified, of which 51 were specific to the Nor samples and 38 were specific to the Ver samples (Table S2, Fig. 3A). 

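With lncRNAs taken as transcripts of class i, u or x, 3600 had an FPKM above 0 in at least 1 library, of which 142 were in the Nor libraries only and 112 in the Ver libraries only. The 3600 comprise 3068 intergenic, 452 antisense and 80 intronic transcripts, and the authors' CNCI, CPC and Pfam filters on coding potential are not applied in these numbers. Taking all class codes that the paper lists (i, j, o, u and x), an alternative chosen after seeing the data, moved the number most, to 23445. Leaving out Nor 1, Nor 2 or Nor 3 raised the Ver-only number to 176, 169 and 172, since fewer libraries are left to detect a transcript in Nor.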

A total of 151 DElncRNAs were screened between Nor and Ver (| log_2_ (fold change) | > 1 and *p* ≤ 0.05). Among them, 87 DElncRNAs were upregulated (57.62 %) and 64 were downregulated (42.38 %) (Fig. 3B). 

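Of 3191 lncRNAs tested, 728 were called, with 385 (52.9%) higher and 343 lower in Ver, and 538 reached an adjusted p of at most 0.05. Limma on log2(FPKM + 1) gave 340 and was the alternative with the fewest, and a preset dispersion of 0.16 gave 1096. With class codes j and o added, a choice made after seeing the data, 3210 transcripts were called. Leaving out each library in turn gave between 691 and 723.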

The general expression profiles of these DElncRNAs are shown in Fig. 3C.

**Fig. 3:**
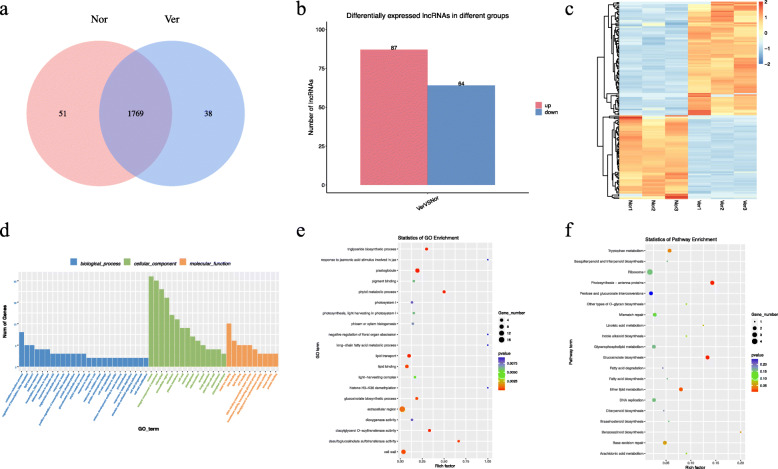
Identification and analysis of long-coding RNAs (lncRNAs) under vernalization. **A** Venn diagram showing the number of lncRNAs in non-vernalized (Nor) and vernalized (Ver) Chinese cabbage seeds; (**B**) statistics for the number of up- and downregulated differentially expressed lncRNAs (DElncRNAs) identified between the Nor and Ver samples; (**C**) heat map; (**D**) Gene Ontology (GO) classifications; (**E**) GO enrichment; and (**F**) Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments for all DElncRNAs

Genomic comparisons between DElncRNAs and DEmRNAs revealed that long (> 1000 bp) DEmRNAs were more abundant than long DElncRNAs whereas short (< 400 bp) DElncRNAs were more abundant than short DEmRNAs. 

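Of the 4724 DEmRNAs, 2402 (50.8%) were longer than 1000 bp, against 283 of the 728 DElncRNAs (38.9%; Fisher's exact test, two-sided, p = 1.7e-09). Transcripts shorter than 400 bp made up 8.98% of the DEmRNAs (424) and 23.2% of the DElncRNAs (169; Fisher's exact test, p = 2.1e-25). The median lengths were 1014 and 781.5 bp. Transcripts of 1 genome are not replicates, and an assembled transcript can end before the RNA does. The DEmRNA lengths come from the reference annotation. With all identified transcripts, the alternative set, 52.0% of mRNAs and 39.7% of lncRNAs were longer than 1000 bp.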

The average open reading frame (ORF) was longer for the DEmRNAs than for the DElncRNAs. The ORFs of the DElncRNAs were predicted to be 0‒50 aa long, whereas the ORFs of the majority of the DEmRNAs were 100‒500 aa long. Furthermore, the DElncRNAs had fewer exons (1–2) than the DEmRNAs on average, and the expression levels of the DEmRNAs were higher than those of the DElncRNAs (Fig. 4).

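The DElncRNAs had a median of 2 exons and the DEmRNAs a median of 3. Among the DElncRNAs, 498 (68.4%) had 1 or 2 exons, against 1965 (41.6%) of the DEmRNAs (Fisher's exact test, two-sided, p = 8.6e-42). The mean log10 FPKM was 0.218 ± 0.773 (SD, n = 4724) for the DEmRNAs and 0.210 ± 0.597 (SD, n = 728) for the DElncRNAs, a difference that did not hold up against the spread of the transcripts (permutation test, two-sided, p = 0.781). The median FPKM was 1.45 for the DEmRNAs and 1.17 for the DElncRNAs, and with each library left out in turn the DEmRNA median was also the higher one. Over all identified transcripts the difference was 0.264 on the log10 scale in the other direction, with lncRNAs higher (permutation test, p = 1e-05, the smallest that 100000 resamples can give). In that set an annotated mRNA needs only an FPKM above 0 in 1 library, while an lncRNA had to be assembled from the reads. The lncRNAs were also not filtered on coding potential. The classes entered by unlike rules, so this comparison cannot decide which is expressed higher. Among the called transcripts the sign also changed without 1 library, for example to 0.0328 without Nor 3.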

**Fig. 4:**
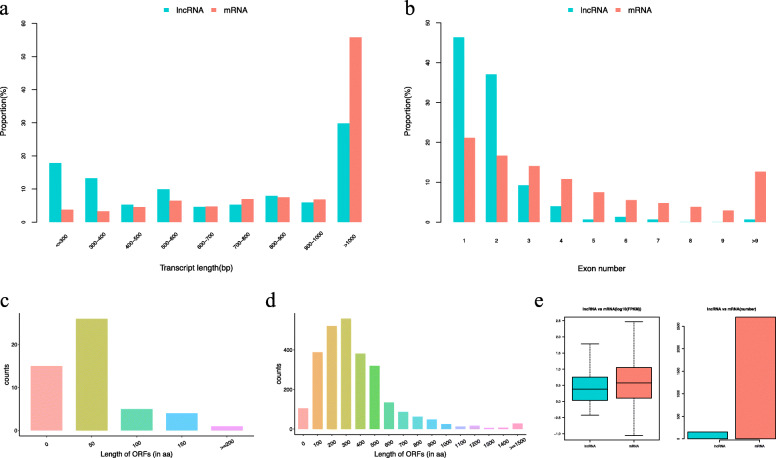
Comparison of the DElncRNA and DEmRNA structural characteristics and expression levels. **A** Transcript length distribution of DElncRNAs and DEmRNAs; (**B**) exon number of DElncRNAs and DEmRNAs; (**C** and **D**) ORF length distribution of DElncRNAs and DEmRNAs; and (**E**) DElncRNA and DEmRNA expression levels. DElncRNAs: differentially expressed long-coding RNAs; DEmRNAs: differentially expressed mRNAs

lncRNAs can cis-regulate adjacent genes, thereby regulating transcriptional or post-transcriptional gene expression [36]. 

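Around the 728 DElncRNAs, DEmRNAs were searched within 100 kb on either side, as in the paper's methods. There were 2559 pairs, and 683 DElncRNAs had at least 1 of them. No correlation across libraries was computed, because the Nor and Ver libraries form separate clusters of 3 libraries each. With the window reduced to 10 kb the number of pairs fell to 312, and 53 pairs remained when the spans had to overlap. Leaving out each library in turn gave between 2357 and 2532 pairs within 100 kb.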

The co-expression network of DElncRNAs and DEmRNAs was constructed by analyzing the cis-regulatory functions of the DElncRNAs (Fig. 5). Most of the interactions between DEmRNAs and DElncRNAs were one-to-one interactions; however, there were also one-to-many interactions.

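Within 100 kb, 97 DElncRNAs had 1 DEmRNA and 586 had several, with up to 12 and a mean of 3.75. Within 10 kb, 186 of 238 had 1. The DElncRNA and the DEmRNA changed in the same direction in 1365 of the 2559 pairs (53.3%), against 49.8% when the DEmRNA was replaced by a random one (permutation test, two-sided, p = 0.0002, the smallest that 10000 draws can give). Pairs of the same DElncRNA are not independent of each other. The share was 69.9% within 10 kb of 312 pairs and 94.3% for overlapping spans (50 of 53 pairs), where reads of 1 RNA can be counted for both transcripts. These shares are not a test of regulation.

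**Figure D3:**
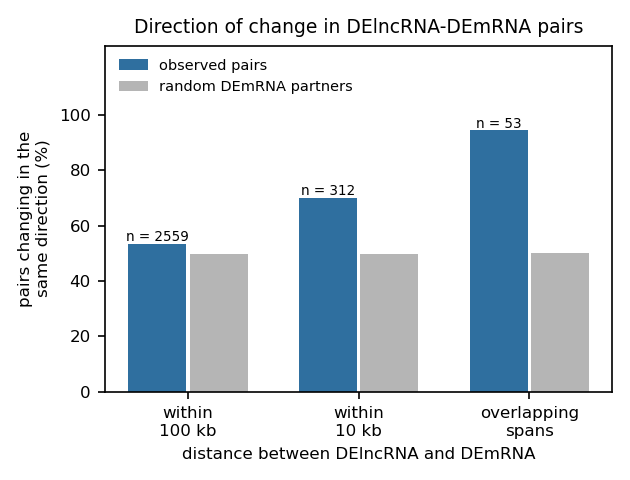
Share of DElncRNA and DEmRNA pairs that change in the same direction (percent) for pairs within 100 kb, within 10 kb and with overlapping spans, beside the share with random DEmRNA partners. The shares are 53.3%, 69.9% and 94.3%, and the random shares are 49.8%, 49.7% and 50.2%.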

**Fig. 5:**
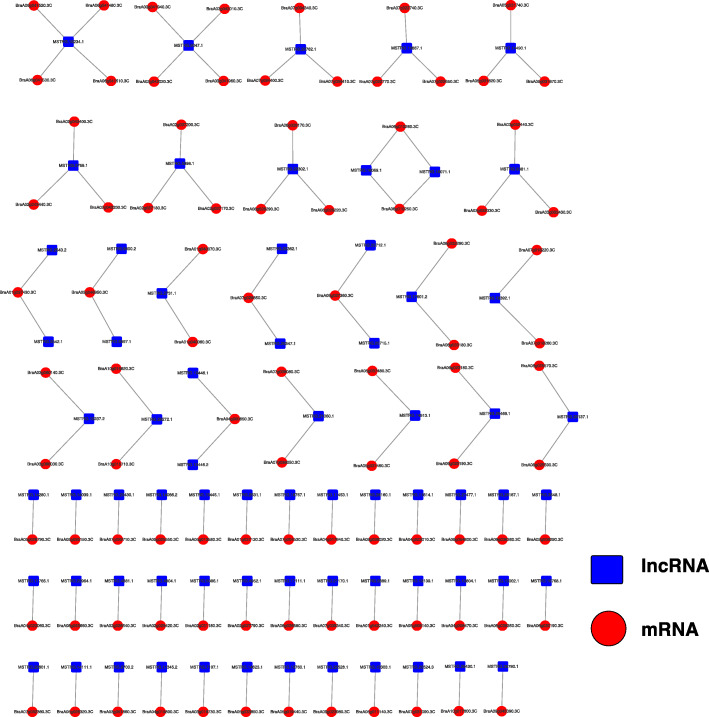
Co-expression network of differentially expressed long-coding RNAs (DElncRNAs) and differentially expressed mRNAs (DEmRNAs)

To explore the functions of the DElncRNAs, we conducted GO and KEGG enrichment analyses of the differentially expressed genes targeted by DElncRNAs (Tables S4 and S5). The targets of the DElncRNAs were annotated in 289 GO terms, the majority of which were in “oxidation‒reduction process,” “lipid transport,” and “regulation of transcription, DNA-templated” under BP; in “nucleus,” “integral component of membrane,” and “chloroplast” under CC; and in “metal ion binding,” “DNA binding,” and “lipid binding” under MF (Fig. 3D). 

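The DEmRNAs within 100 kb of a DElncRNA numbered 1656, of which 1602 had a GO term. Against all tested mRNAs with a GO term, 184 of 1716 terms had an exact hypergeometric p of at most 0.05 and 10 terms had an adjusted p of at most 0.05. Phytol metabolic process held 5 of 8 mRNAs (exact test, unadjusted p = 4.4e-05, adjusted p = 0.0344), and plastoglobule held 17 (exact test, unadjusted p = 0.000158, adjusted p = 0.0700). Diacylglycerol O-acyltransferase activity held 6 of 17 (exact test, unadjusted p = 0.000393, adjusted p = 0.111), triglyceride biosynthetic process 6 of 26 (exact test, unadjusted p = 0.00451, adjusted p = 0.445) and glucosinolate biosynthetic process 7 of 42 (exact test, unadjusted p = 0.0142, adjusted p = 0.796). Desulfoglucosinolate sulfotransferase activity held 0 of 10 (exact test, unadjusted p = 1). The targets are DEmRNAs by definition, so terms enriched among DEmRNAs recur among them. Against the DEmRNAs alone as background, 36 terms had an unadjusted p of at most 0.05 and 0 an adjusted one.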

GO enrichment analysis of these targets showed that the plastoglobule, phytol metabolic process, diacylglycerol O-acyltransferase activity, triglyceride biosynthetic process, desulfoglucosinolate sulfotransferase activity, and glucosinolate biosynthetic process were significantly enriched terms and may be involved in vernalization regulation (Fig. 3E). 

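For KEGG pathways, 790 of the target DEmRNAs were annotated. Against all tested mRNAs, 18 pathways had an exact hypergeometric p of at most 0.05 and 4 an adjusted p of at most 0.05, among them the antenna proteins with 10 of 31 mRNAs (exact test, adjusted p = 0.000505) and benzoxazinoid biosynthesis with 7 of 15 (exact test, adjusted p = 0.000505). Glucosinolate biosynthesis held 3 of 46 (exact test, unadjusted p = 0.522) and tryptophan metabolism 6 of 127 (exact test, unadjusted p = 0.776). Against the DEmRNAs alone, 9 pathways had an unadjusted p of at most 0.05 and 0 an adjusted one.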

For KEGG pathways, we analyzed the enrichment of the target genes of DElncRNAs and identified 46 pathways, of which five were significantly (*p* ≤ 0.05) enriched metabolic pathways (namely, photosynthesis–antenna proteins, glucosinolate biosynthesis, lipid metabolism, tryptophan metabolism, and benzoxazinoid biosynthesis) (Fig. 3F).

### Identification and functional enrichment analysis of differentially expressed circRNAs (DEcircRNAs) between Nor and Ver samples

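The circRNAs were found by the authors with TopHat-Fusion and CIRCexplorer among reads that did not map in a linear way, with at least 1 back-splice junction read as the criterion. The authors give the junction read count of each circRNA in each library and a normalized signal value (SRPBM). Junction reads were few, with 14445 in the 3 Nor libraries and 10505 in the 3 Ver libraries. By genome position 437 circRNAs were intergenic, 394 exonic and 145 intronic. Of those with reads in 1 group only, 168 of the Nor-only (39.3%) and 97 of the Ver-only circRNAs (26.1%) rested on 1 junction read. Only 27 circRNAs had a read in all 6 libraries and 728 had reads in 1 library alone. Requiring a read in at least 2 libraries of a group moved the number most, to 202 in all, 73 in Nor only and 60 in Ver only. Without Nor 3 the Nor-only number was 274.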

A total of 976 circRNAs were identified in the Nor and Ver samples, of which 428 were unique to Nor and 372 were unique to Ver (Table S2, Fig. 6A). After screening, a total of 16 DEcircRNAs were obtained (| log_2_ (fold change) | > 1 and *p* ≤ 0.05), including six upregulated and ten downregulated DEcircRNAs (Table S3, Fig. 6B). 

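The edgeR quasi-likelihood fit, with mapped reads as library sizes and the 318 circRNAs with at least 5 junction reads, called 17 circRNAs, of which 3 were higher and 14 lower in Ver. None had an adjusted p of at most 0.05. The smallest adjusted p was 0.320, and 17 had an unadjusted p of at most 0.05. Dropping the filter gave the highest number, 44 (18 higher, 26 lower), of which 10 had an adjusted p of at most 0.05. With junction totals without TMM as library sizes the balance was the other way, with 21 higher and 9 lower. Without Nor 1 the number was 4, all lower, and without Ver 1 or Ver 2 it was 10 each. Among the 16 circRNAs of Fig. 6C, 13 were called, and 13 had 0 reads in all libraries of 1 group. The paper had called these 16 on the same libraries, so their calls here are not independent evidence.

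CircRNA124 (A01, 3556978 to 3559251) had 45, 27 and 31 junction reads in Nor and 0 in Ver, with an SRPBM of 1072 ± 198 (SD, n = 3) in Nor. CircRNA162 (A03, 19478880 to 19487029) had 96, 72 and 87 junction reads in Nor and 5, 0 and 0 in Ver. Both were called under 14 of 14 alternatives, with adjusted p from 0.00586 to 0.529 and from 0.0112 to 0.829. The other called circRNAs of Fig. 6C were less stable. CircRNA738 and circRNA749 were called under 5 of 14, circRNA761 and circRNA259 under 6, and circRNA741, circRNA777 and circRNA134 under 7. CircRNA426 and circRNA729 were called under 9, circRNA206 under 10 and circRNA153 under 13. CircRNA206 on A06 (15389026 to 15389166) had 0 reads in Nor and 57, 45 and 0 in Ver. CircRNA1157, circRNA1134 and circRNA1099 were not called, and each had 0 reads in Nor and at most 11 in any Ver library. The 4 called circRNAs outside Fig. 6C, chosen after their values were seen, each had all their reads in 1 library, such as 269 in Nor 3 for circRNA1006. In the 5 fits that left out 1 of the other libraries they were not called.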

A heat map of DEcircRNAs illustrated the general expression profiles of DEcircRNAs in each treatment sample (Fig. 6C). To further understand the functions of DEcircRNAs, we conducted GO and KEGG enrichment analyses of the DEcircRNA-hosting genes (Tables S4 and S5). The DEcircRNA-hosting genes were annotated to 14 GO terms, and six GO terms were identified as significantly enriched (*p* ≤ 0.05). Among them, two GO terms were enriched in BP (hydrogen peroxide catabolic process and lipid transport), one in CC (peroxisomal matrix), and three in MF (monodehydroascorbate reductase [NADH] activity, flavin adenine dinucleotide binding, and lipid binding) (Fig. 6D and E). 

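The authors' table gives 14 of the 16 circRNAs of Fig. 6C as intergenic, with no host gene. The ends of some of these, such as circRNA124 and circRNA162, lie in 2 different mRNA genes. Not intergenic are circRNA259 (A09, 33926744 to 33926976), in BraA09g043930.3C (monodehydroascorbate reductase 1, peroxisomal), and circRNA1157 (A05, 18909582 to 18909776), in BraA05g025150.3C (cell wall-plasma membrane linker protein). CircRNA259 had 0 junction reads in each Nor library and 3, 3 and 7 in the Ver libraries, and was called. It was called under 6 of 14 alternatives, and with 1 library left out only without Nor 2 or Nor 3. CircRNA1157 had 11, 6 and 0 junction reads in Ver. With 2 host genes given, enrichment restates their annotation, and no enrichment test was run on them.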

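The annotation of the linear mRNAs gives the background for host gene pathways. Ascorbate and aldarate metabolism held 141 tested mRNAs, of which 32 were DEmRNAs (exact hypergeometric test, p = 0.0603). Among the alternatives, p was below 0.05 only with a background matched on the mean count (permutation test, p = 0.0327). The ribosome pathway held 652 tested mRNAs, of which 38 were DEmRNAs (exact test, p = 1, 113 drawn on average). The host genes BraA09g043930.3C and BraA05g025150.3C were each counted once, and pathway enrichment was not computed for the hosts.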

Two pathways, “ascorbate and aldarate metabolism” and “ribosomes,” were identified through KEGG enrichment analysis (Fig. 6F).

**Fig. 6:**
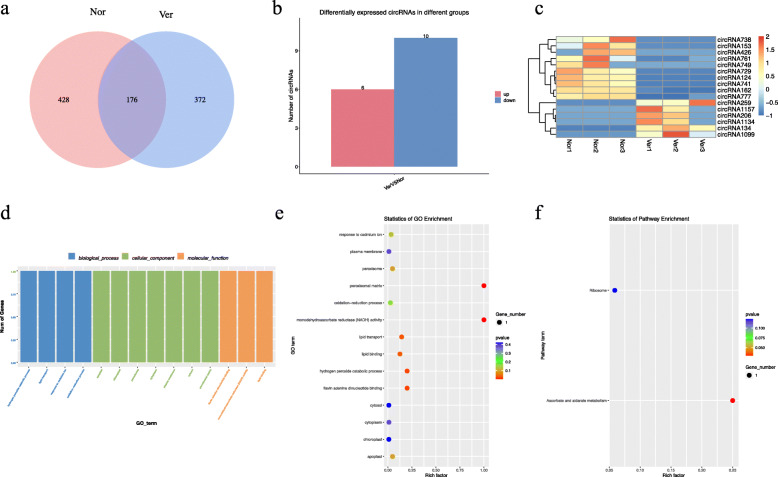
Identification and analysis of circular RNAs (circRNAs) under vernalization. **A** Venn diagram showing the number of circRNAs in non-vernalized (Nor) and vernalized (Ver) Chinese cabbage seeds; (**B**) statistics for the number of up- and downregulated differentially expressed circRNAs (DEcircRNAs) identified between the Nor and Ver samples; (**C**) heat map; (**D**) Gene Ontology (GO) classifications; (**E**) GO enrichment; and (**F**) Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments for all DEcircRNAs

### Identification and functional enrichment analysis of differentially expressed miRNAs (DEmiRNAs) between Nor and Ver samples

To comprehensively understand the miRNA repertoire related to the vernalization of Chinese cabbage, Nor and Ver sRNA libraries were constructed and sequenced. After filtering, a total of 52,789,614 and 52,288,460 raw reads and 16,281,349 and 20,352,268 valid reads were obtained from the Nor and Ver libraries, respectively (Table S6). A total of 935 miRNAs were identified, of which 226 were specific to the Nor sample and 93 were specific to the Ver samples (Table S2, Fig. 7A). A total of 233 DEmiRNAs with (| log_2_ (fold change) | > 1 and *p* ≤ 0.05) were identified, of which 93 were upregulated (39.91 %) and 140 were downregulated (60.09 %) (Table S3, Fig. 7B). Similar to the DEmRNAs and DElncRNAs, the DEmiRNAs in the Nor and Ver samples were clustered separately, whereas in each case the three repetitions were clustered together (Fig. 7C). Additionally, the target mRNAs of these DEmiRNAs were predicted.

**Fig. 7:**
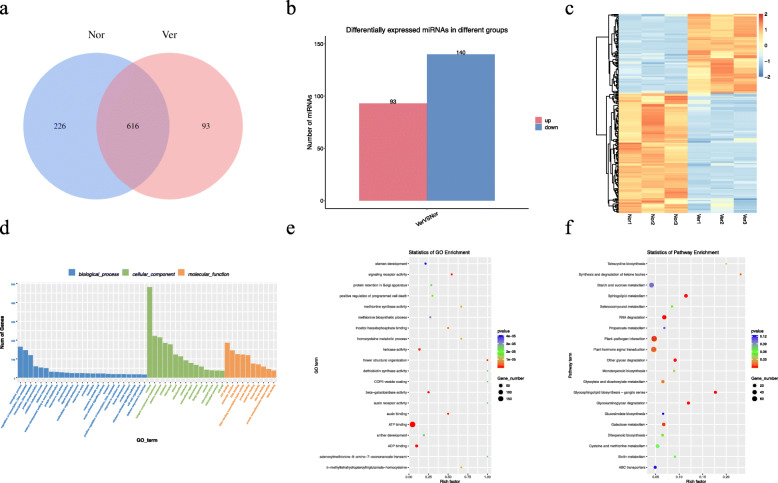
Identification and analysis of microRNAs (miRNAs) under vernalization. **A** Venn diagram showing the number of miRNAs in non-vernalized (Nor) and vernalized (Ver) Chinese cabbage seeds; (**B**) statistics for the number of up- and downregulated differentially expressed miRNAs (DEmiRNAs) identified between the Nor and Ver samples; (**C**) heat map; (**D**) Gene Ontology (GO) classifications; (**E**) GO enrichment; and (**F**), Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments for all DEmiRNAs

To further understand the potential functions of DEmiRNAs, target genes of the DEmiRNAs were investigated using GO and KEGG analyses (Tables S4 and S5, Fig. 7D‒F). The target genes of the DEmiRNAs were enriched for 1616 GO terms, 277 of which were identified as significantly enriched GO terms (*p* ≤ 0.05). Among these significantly enriched terms, 146 were enriched in BP (mainly in “regulation of transcription, DNA-templated,” “transcription,” and “protein phosphorylation”), 33 in CC (mainly in “nucleus,” “plasma membrane,” and “chloroplast envelope”), and 98 in MF (mainly in “ATP binding,” “DNA binding,” and “DNA-binding transcription factor activity”). Among them, we found that some GO terms were related to vernalization and floral organ development (such as flower structural organization, floral organ abscission, floral organ senescence, and flower development). Further, we performed KEGG enrichment analysis of the target genes of DEmiRNAs and identified 115 pathways. Several pathways involved in the vernalization and flowering regulation process, including the “starch and sucrose metabolism,” “circadian rhythm‒plant,” and “carbon fixation in photosynthetic organisms” pathways, were also identified. Twelve KEGG metabolic pathways were found to be significantly enriched (*p* ≤ 0.05).

### ceRNA network construction

lncRNAs and circRNAs can interact with miRNAs through miRNA response elements in the ceRNA network [37]. To reveal the global regulatory network of protein-coding RNAs and ncRNAs that are related to vernalization, ceRNA networks were constructed based on the ceRNA theory using DEmRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs. 

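Of the RNAs in Table S7, 56 mRNAs, 40 lncRNAs and 7 circRNAs are in the authors' expression tables, and the 34 miRNAs were not analysed here. The fits tested 55, 35 and 7 of them and called 49 mRNAs, 32 lncRNAs and 5 circRNAs, 86 in all. The paper built its network from RNAs it had called on the same libraries, so these calls are not independent evidence. Requiring an adjusted p of at most 0.05 moved the number most, to 74, and leaving out each library in turn gave 81 to 86. Without Nor 1 or Ver 1, 2 of the 7 circRNAs were called. Of the tested mRNAs 21 were higher and 34 lower in Ver, and of the tested lncRNAs 19 were higher and 16 lower. Among the 40 lncRNAs, 32 are intergenic, 6 antisense and 2 assembled isoforms of class j.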

We established candidate ceRNA relationships using miRNA–target relationships and obtained 199 pairs of ceRNA relationships, including 108 DEmiRNA‒DEmRNA, 67 DEmiRNA‒DElncRNA, and 12 DEmiRNA‒DEcircRNA interactions (Table S7). A Perl script was used to integrate lncRNA–miRNA–mRNA and circRNA–miRNA–mRNA networks based on the relationships among the miRNA–mRNA, lncRNA–miRNA, and circRNA–miRNA interactions. Cytoscape software (https://cytoscape.org) was used to visualize the regulatory relationships (Fig. 8). 

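Log2 fold changes (Ver over Nor) of the network members named by the paper were taken from the edgeR fit. Among the mRNAs, BraA03g003100.3C and BraA01g026330.3C (F-box proteins) changed by -1.46 (standard error 0.13, adjusted p = 0.000785) and -3.02 (standard error 0.50, adjusted p = 0.0077). BraA01g033070.3C (probable inactive serine/threonine-protein kinase) changed by -2.64 and BraA04g026690.3C (WD repeat-containing protein 44) by -1.94. BraA07g034410.3C and BraA07g034400.3C (methyltransferase-like 7A), which were assembled into 1 gene, changed by -2.08 and -1.33. BraA04g006360.3C (E3 ubiquitin-protein ligase UPL7) changed by -1.06 (standard error 0.18, adjusted p = 0.0089). It was not called without Ver 3, and the sum over its gene changed by -0.16.

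Among the lncRNAs, MSTRG.5303.1, MSTRG.14913.1, MSTRG.5494.1 and MSTRG.17111.1 rose by 3.02, 2.78, 2.35 and 1.75, and MSTRG.25305.1, MSTRG.5632.1, MSTRG.15419.1 and MSTRG.19887.1 changed by -2.64, -2.34, -1.49 and -1.16. MSTRG.26714.2, MSTRG.10356.2 and MSTRG.9400.2 were not tested because their counts lay in too few libraries, as for MSTRG.9400.2, with 0 counts in Nor and 252, 184 and 0 in Ver. MSTRG.29218.2 and MSTRG.29218.3 belong to the same gene and moved apart, by 3.99 and -4.37, with adjusted p of 0.0852 and 0.0972, while the gene sum changed by 0.18. Of these, MSTRG.29218.2 was called without Nor 1 alone among the fits that left out 1 library, and MSTRG.29218.3 was not called without Nor 1, Nor 2 or Ver 2. MSTRG.19252.2 rose by 2.19 (adjusted p = 0.141 from edgeR) and was called only without Nor 3 among these fits.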

According to the functional descriptions of the genes, we identified various known DEmRNAs that were directly or indirectly related to vernalization from the ceRNA networks; these included 2-oxoglutarate-dependent dioxygenase (*BraA06g010260.3 C* regulated by bra-miR9556-5p, *MSTRG.22206.1*, and *MSTRG.28814.1*), E3 ubiquitin-protein ligase (*BraA04g006360.3 C* regulated by osa-miR2931-p3, *MSTRG.17111.1*, and *MSTRG.19887.1*), F-box protein (*BraA03g003100.3 C* regulated by ath-MIR159a-p3, *MSTRG.5303.1*, *MSTRG.28814.1*, and *circRNA1099* and *BraA01g026330.3 C* regulated by bdi-miR5054 and *MSTRG.15419.1*), growth-regulating factor (*BraA03g025790.3 C*, *BraA03g061010.3 C*, *BraA09g043950.3 C*, and *BraA02g014450.3 C* regulated by miR396a-5p, *MSTRG.25184.1*, *MSTRG.7620.4*, and *circRNA729*), low temperature-induced protein (*BraA03g020550.3 C* regulated by PC-5p-49728_80 and *MSTRG.26714.2*), methyltransferase (*BraA07g034410.3 C* and *BraA07g034400.3 C* regulated by mtr-MIR2615a-p3, *MSTRG.11766.1*, *MSTRG.14913.1*, *MSTRG.25305.1*, and *MSTRG.25070.1*), serine/threonine-protein kinase (*BraA01g033070.3 C* regulated by miR5139, *MSTRG.5632.1*, *MSTRG.10356.2*, *MSTRG.29218.2*, *MSTRG.29218.3*, and *MSTRG.5494.1*), protein phosphatase 2 C (*BraA03g001030.3 C* regulated by miR169 and *MSTRG.22964.1*), WD repeat-containing protein (*BraA04g026690.3 C* regulated by osa-miR5072, *MSTRG.9400.2*, and *MSTRG.19252.2*), and zinc finger protein (*BraA10g023720.3 C* regulated by bna-MIR156b-p3, *MSTRG.11766.1*, *circRNA1157*, and *circRNA1099*).

**Fig. 8:**
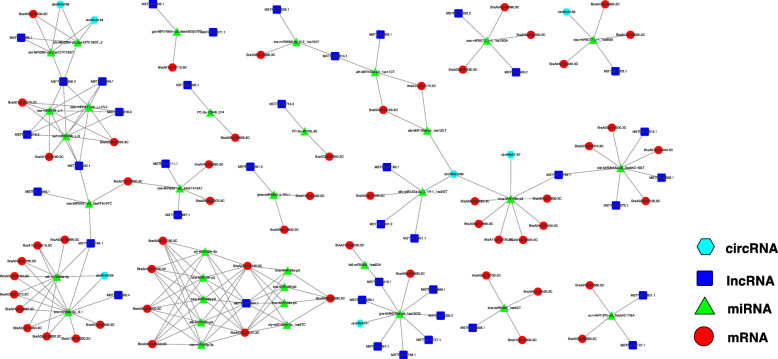
Competitive endogenous RNA (ceRNA) network constructed with all differentially expressed mRNAs (DEmRNAs), differentially expressed long-coding RNAs (DElncRNAs), differentially expressed circular RNAs (DEcircRNAs), and differentially expressed microRNAs (DEmiRNAs)

### Verification of RNA‒Seq results by qRT‒PCR

To verify the reliability of the RNA‒Seq results, we randomly selected four DEmRNAs, four DEmiRNAs, four DElncRNAs, and four DEcircRNAs for qRT‒PCR. The expression patterns of these RNAs were concordant with the RNA‒Seq data, suggesting that the RNA‒Seq results were reliable (Fig. 9). Among them, *BraA02g003340.3 C* and *BraA03g004170.3 C* are homologous to *FLC* in Chinese cabbage. 

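On the RNA-Seq side, 11 of the 12 mRNAs, lncRNAs and circRNAs of Fig. 9 were called, and the miRNAs were not analysed here. The paper drew these RNAs from its calls on the same libraries, so this count is not independent evidence. BraA07g013350.3C (uncharacterized; A07, 12497712 to 12499396) had 2877, 2262 and 2032 counts in Nor and 0 in Ver, at least 804-fold lower, and the sum over its gene changed by -3.41 (standard error 0.12). BraA10g023720.3C (CONSTANS-LIKE 1; A10, 16381732 to 16382745) rose by 8.01 on the log2 scale (standard error 1.08, adjusted p = 0.00382 from edgeR), with 4, 7 and 0 counts in Nor and 912, 998 and 1165 in Ver. The lncRNA MSTRG.11766.1 changed by -4.14, another antisense lncRNA of Fig. 9 by -1.78, and MSTRG.22964.1 rose by 2.51. MSTRG.25070.1 rose by 1.77 (standard error 0.53, adjusted p = 0.0652) and was not called without Nor 3 (1.62) or Ver 1 (1.67). CircRNA153 had 4, 9 and 8 junction reads in Nor and 0 in Ver, and circRNA761 and circRNA749 had 30 and 21 in Nor and 2 and 0 in Ver. CircRNA1099 had 0 in Nor and 3, 6 and 2 in Ver and was not called (log2 fold change 4.93), but was called without Nor 2. CircRNA761 was called without Ver 3 and circRNA749 without Nor 3, and neither was called when another library was left out. The number called was 8 to 10 with 1 library left out. From the match between both methods, the paper proposes that the RNA-Seq results are reliable.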

The experimental results showed that the expression of these two genes was downregulated after vernalization, which was consistent with previously reported results [38]; this further proves the accuracy of the experimental and sequencing results. 

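With each library left out in turn, the log2 fold change of BraA02g003340.3C stayed between -3.85 and -3.38 and that of BraA03g004170.3C between -5.18 and -4.59. The adjusted p of these fits did not exceed 0.00807 and 0.00793. In FPKM, the first fell from 18.3 ± 2.94 to 1.47 ± 0.526 and the second from 16.5 ± 1.47 to 0.525 ± 0.265 (SD, n = 3 each).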

We then analyzed the expression patterns of the 16 differentially expressed RNAs under different vernalization treatments (i.e., vernalization at 0, 5, 10, 15, 20, 25, and 30 days). Each RNA had its own different expression pattern, indicating that the degree of vernalization differed, as did the expression levels of the four types of RNA (Fig. 10).

**Fig. 9:**
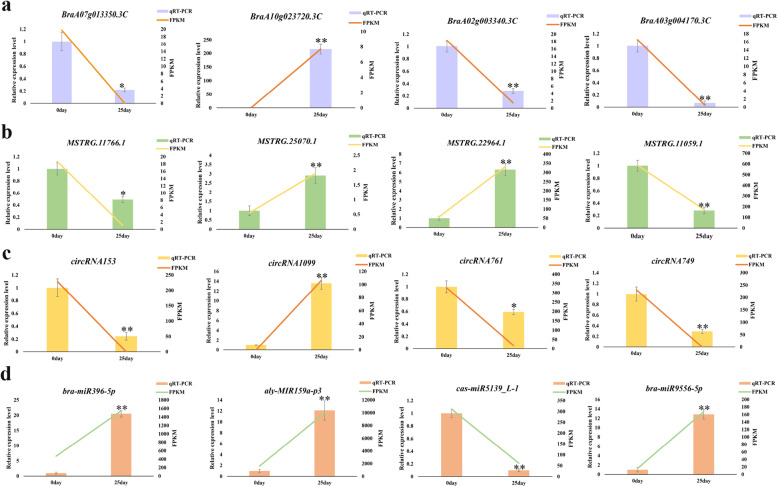
Quantitative real-time polymerase chain reaction (qRT‒PCR) analysis. qRT-PCR results for (**A**) differentially expressed mRNAs (DEmRNAs); (**B**) differentially expressed long-coding RNAs (DElncRNAs); (**C**) differentially expressed circular RNAs (DEcircRNAs); and (**D**) differentially expressed microRNAs (DEmiRNAs) in non-vernalized (Nor) and vernalized (Ver) Chinese cabbage seeds. **P < 0.01 and *P < 0.05, based on Duncan’s test

**Fig. 10:**
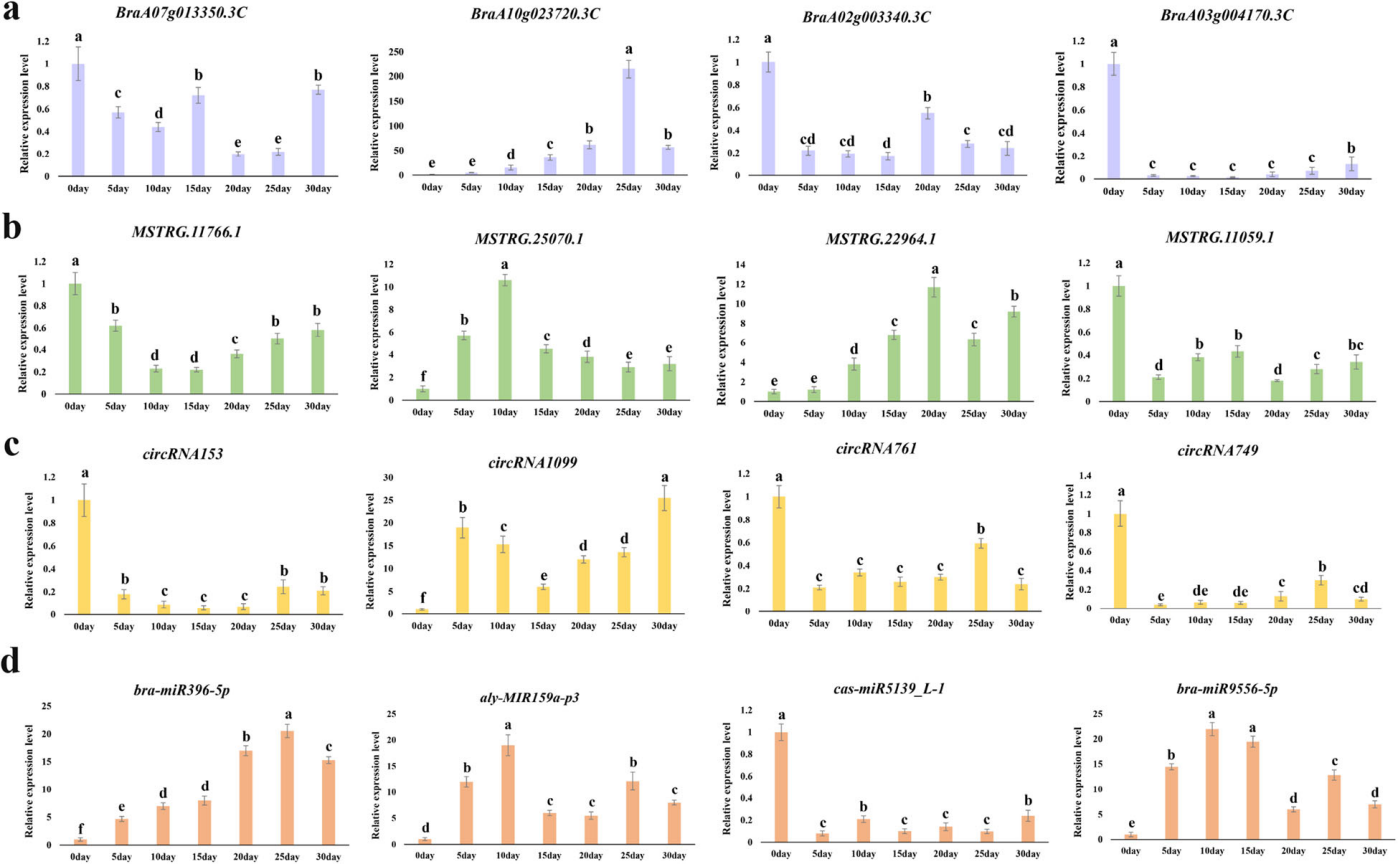
Quantitative reverse transcriptase-polymerase chain reaction (qRT‒PCR) analysis. qRT-PCR results for the (**A**) differentially expressed mRNAs (DEmRNAs); (**B**) differentially expressed long-coding RNAs (DElncRNAs); (**C**), differentially expressed circular RNAs (DEcircRNAs); and (**D**) differentially expressed microRNAs (DEmiRNAs) in Chinese cabbage seeds treated with different vernalization times. Different letters indicate significant differences among the different treatments according to the least significant difference (LSD) test at *P* < 0.05

## Discussion

Vernalization is a key process in premature bolting and flowering, and the transition from vegetative to reproductive growth involves multiple pathways that are critical to floral organ formation and regulation of flowering time [39]. Although the regulatory mechanism of vernalization has been gradually revealed in *Arabidopsis thaliana* [39], the molecular mechanism in Chinese cabbage vernalization remains unclear. Additionally, the comprehensive identification and analysis of ceRNA networks related to Chinese cabbage vernalization are not yet complete. It has been previously reported that lncRNAs and circRNAs (as ceRNAs) regulate each other by competitively binding to common miRNA response elements [40]. Thus, the regulatory network of ceRNAs, formed by lncRNAs, circRNAs, miRNAs, and mRNAs through miRNA response elements, is of great importance to the post-transcriptional regulation of genes in various physiological and pathophysiological processes [40]. Here, we obtained 2702 DEmRNAs, 151 DElncRNAs, 16 DEcircRNAs, and 233 DEmiRNAs by whole-transcriptome analysis between Nor and Ver samples of Chinese cabbage. We constructed the first vernalization-related ceRNA‒miRNA–target gene regulatory network to provide a basis for further study of the molecular mechanism of vernalization of Chinese cabbage.

GO enrichment and KEGG analyses were performed to explore the potential functions of DEmRNAs and the targets of DElncRNAs, DEcircRNAs, and DEmiRNAs. After low-temperature treatment, the expression patterns of many genes related to vernalization, bolting, flowering, and floral organ development change [41]. This study identified some significantly enriched GO terms associated with vernalization and floral organ development, including flower structural organization, floral organ abscission and senescence, flower development, oxidation‒reduction processes, the cell wall, responses to oxidative stress, and the glucosinolate biosynthetic process, indicating that these clusters may participate in responses to stimuli and guide vernalization. Plant hormones play an important role in the regulation of flowering time in *Arabidopsis thaliana* [42]. During the vernalization of *B. rapa*, differentially expressed genes are enriched in various hormone biosynthesis and signaling pathways [26]. 

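In the pathway plant hormone signal transduction, 200 of 1048 tested mRNAs were DEmRNAs, with 76 of them higher in Ver, where 182 would be drawn on average. The excess did not pass the threshold (exact hypergeometric test, p = 0.0646, adjusted p = 0.288). Among the alternative backgrounds, p was below 0.05 only with all annotated mRNAs of the table, tested or not (exact test, p = 0.0402). Among the DEmRNAs within 100 kb of a DElncRNA, 73 belonged to this pathway (exact test, p = 0.0883).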

In this study, 105 DEmRNAs, 5 targets of DElncRNAs, and 69 targets of DEmiRNAs were enriched in plant hormone signal transduction pathways. Sucrose and starch are the main products of photosynthetic carbon assimilation. Previous studies have shown that sucrose treatment could accelerate lily flowering and that maltose could provide *B. rapa* with enough energy for normal growth during vernalization [24, 43]. This study identified some differentially expressed RNAs and their target genes (94 DEmRNAs, 3 DElncRNAs, and 53 DEmiRNAs) that were significantly enriched in the starch and sucrose metabolism pathway, which may play a role in energy supply during the vernalization of Chinese cabbage. In addition, circadian rhythm and carbon fixation pathways were also identified, which were shown to be involved in vernalization and flowering regulation in orchardgrass and sugar beets [24, 44].

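Starch and sucrose metabolism held 165 DEmRNAs among 780 tested mRNAs, 1.22 times the number drawn on average (exact hypergeometric test, adjusted p = 0.0212). Of these, 77 were higher and 88 lower in Ver. Against mRNAs matched on their mean count, 10000 draws gave a permutation p of 0.0075. Among the DEmRNAs within 100 kb of a DElncRNA, 60 belonged to the pathway (exact test, p = 0.0243, adjusted p = 0.229). The paper proposes that these RNAs play a role in energy supply during vernalization.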

Vernalization is one of the main flowering regulation mechanisms in plants. A period of low temperature prior to flowering is required to complete vernalization, which is regulated by a series of related genes [24]. To date, *Arabidopsis thaliana* has been used as a model plant species to study the vernalization mechanism [13, 45]. Previous studies have shown that the upstream gene *FLC* has a negative regulatory effect on *FT*. The *FLC* expression level is reportedly low at the vernalization stage and then increases gradually until the bolting stage. In contrast, the expression level of *FT* is high during vernalization but low at other stages [24, 46]. The overexpression of *BrFLC3* in transgenic *B. rapa* and *BrFLC1*, *BrFLC2*, and *BrFLC3* in *Arabidopsis thaliana* delays the flowering time, indicating that these three genes are functional [47]. 

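Summed over all transcripts of a gene, the normalized counts of the FLC gene BraA02g003340.3C were 1650 ± 163 (SD, n = 3) in Nor and 215 ± 31.1 (SD, n = 3) in Ver, a log2 fold change of -2.94 (standard error 0.13). Those of BraA03g004170.3C were 1955 ± 109 and 105 ± 5.01 (SD, n = 3 each), a log2 fold change of -4.22 (standard error 0.09). The annotated transcripts held 81.9% and 64.1% of the counts of these genes. The gene sums of BraA09g057390.3C and BraA06g013820.3C, both described as MOTHER of FT and TFL1, rose by 4.96 (standard error 0.14) and 4.54 (standard error 0.25). The gene described as FLOWERING LOCUS T itself, BraA02g016700.3C, had 9, 0 and 21 counts in Nor and 17, 0 and 0 in Ver, too few to test.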

In the present study, *BraA02g003340.3 C* and *BraA03g004170.3 C* were found to be homologous to *FLC* in Chinese cabbage; the results of RNA‒Seq and qRT‒PCR showed that their expression was downregulated after vernalization, whereas that of the *FT* genes *BraA09g057390.3 C* and *BraA06g013820.3 C* was upregulated. These results were consistent with the previous findings that a low temperature inhibits the expression of *FLC* and reverses the inhibition of *FT*, leading to flowering transformation [38]. Additionally, three low temperature-related genes—*BraA03g020550.3 C* (low temperature-induced protein), *BraA03g022330.3 C*, and *BraA03g022340.3 C* (cold-regulated protein)—are reported to be upregulated with vernalization.

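Leaving out each library in turn, the log2 fold change of BraA03g020550.3C stayed between 4.34 and 4.74 and that of BraA03g022330.3C between 8.95 and 9.90. BraA03g022340.3C had a log2 fold change of 8.29 (standard error 1.69, adjusted p = 0.016 from edgeR), and the adjusted p over the alternatives reached 0.0503. Summed over the gene that holds both COLD-REGULATED 15B mRNAs, the log2 fold change was 9.55 (standard error 0.21). The paper sets its results beside earlier findings that cold inhibits FLC expression and reverses the inhibition of FT.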

Analysis of transcription-related genes showed that transcription factors play an important role in vernalization and flower bud formation. WRKY transcription factors are involved in cell wall formation and moderate flowering [48]. The majority of MYB proteins play roles in various plant-specific developmental processes, especially in regulating flower development and stress responses [49]. 

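The authors' table describes 122 mRNAs as WRKY and 213 as MYB, and most of them were tested. Of the WRKY mRNAs called, 9 were higher and 13 lower in Ver, and 18 reached an adjusted p of at most 0.05. For MYB, 17 were higher and 28 lower, and 34 reached it. Leaving out each library in turn gave 17 to 25 WRKY and 36 to 47 MYB mRNAs.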

Our results showed that four WRKY and 11 MYB transcription factors were differentially expressed between the Nor and Ver samples. The MADS-box family plays an important role in the evolution of flower development [50], and MADS-box transcription factors could inhibit the overexpression of *SOC1* signaling, thereby affecting short-day flowering time [51]. NAC transcription factors have been described in recent years [52] and are closely related to embryo, flower organ, and vegetative development [53]. In this study, we identified the *BraA05g005370.3 C*-encoded MADS-box protein *SOC1* and *BraA05g031600.3 C-*encoded NAC transcription factor, both of which were upregulated in the Ver samples. 

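BraA05g031600.3C (NAC transcription factor 56; A05, 23084057 to 23085477) had 113 ± 30.1 (SD, n = 3) normalized counts in Nor and 669 ± 34.5 (SD, n = 3) in Ver. Its log2 fold change was 2.57 (standard error 0.24, adjusted p = 0.00104 from edgeR). It was 1 of 10 upregulated NAC mRNAs, beside 6 downregulated ones. Summed over its gene, the SOC1 gene BraA05g005370.3C had 5.96 ± 6.79 normalized counts in Nor and 432 ± 35.2 in Ver (SD, n = 3 each), a log2 fold change of 6.14 (standard error 0.49).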

Previous research has demonstrated that the B3 domain-containing protein and zinc finger protein CONSTANS-like gene family are involved in early flower development and flowering regulation [54, 55]. Here, six B3 domain-containing protein genes (five upregulated and one downregulated) and 11 zinc finger protein CONSTANS-like genes (ten upregulated and one downregulated) were identified, indicating that they may play an important role in the vernalization of Chinese cabbage. 

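Of 35 mRNAs described as CONSTANS-like, 29 were tested, and 11 were called upregulated and 1 downregulated. With an adjusted p of at most 0.05 there were 9, all upregulated, and leaving out each library in turn gave 9 to 13. Of 78 described as B3 domain-containing, 40 were tested, and 8 were called upregulated and 5 downregulated, with 6 and 3 at an adjusted p of at most 0.05. From their change, the paper proposes a role of both families in the vernalization of Chinese cabbage.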

The basic helix‒loop‒helix (bHLH) transcription factor has been reported to participate in the control of cell proliferation and the formation of specific cell lines [56]. Ethylene-responsive transcription factor (ERF) encodes a protein containing AP2, and various AP2/ERFs are involved in the stress response and regulation of flower development [57]. 

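Among the 173 tested AP2/ERF mRNAs, 23 were upregulated and 23 downregulated in Ver, and 41 had an adjusted p of at most 0.05. Among the 107 tested bHLH mRNAs, 9 were upregulated and 15 downregulated, and 15 had an adjusted p of at most 0.05. With DESeq2 in place of edgeR, 54 AP2/ERF and 27 bHLH mRNAs were called.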

In the present study, two AP2/ERFs and eight bHLH transcription factors were differentially expressed between the Nor and Ver samples.

We initially constructed a vernalization-related ceRNA network using DEmRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs based on the ceRNA theory and obtained 199 pairs of ceRNA relationships (Fig. 8). It is well known that *FLC* is a key gene in the vernalization pathway and that it is regulated by two lncRNAs (*COLDAIR* and *COOLAIR*) [58, 59]. 

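Transcripts antisense to FLC genes were looked up in the authors' table after the FLC values had been seen. The one beside BraA03g004170.3C had 8, 12 and 0 counts in Nor and 0, 8 and 0 in Ver and was not tested. The one at BraA10g027720.3C had a log2 fold change of 0.42 (standard error 0.48, adjusted p = 0.587 from edgeR). No change of this transcript was detected. miRNA counts were not analysed here.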

In this work, we did not find any vernalization-related miRNAs targeting the *FLC* genes *BraA02g003340*.3 C and *BraA03g004170*.3 C, suggesting that vernalization regulates flowering by regulating other metabolic pathways and *FLC* at the epigenetic level through miRNAs, which was in accordance with the finding of Huang et al. [60]. In the ceRNA network, we identified known DEmRNAs that play different roles in the vernalization pathway and their corresponding DEmiRNAs, DElncRNAs, and DEcircRNAs. 2-oxoglutarate-dependent dioxygenase has histone demethylation activity and can regulate *FLC* expression [61]. Protein phosphatase 2 C is involved in the regulation of flowering time [62]. 

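BraA06g010260.3C (2-oxoglutarate-dependent dioxygenase DAO-like) changed by -3.67 on the log2 scale (standard error 0.31, adjusted p = 0.000758 from edgeR), and its assembled gene also holds another mRNA. The lncRNA MSTRG.22206.1 rose by 2.51 (standard error 0.23, adjusted p = 0.00148) and MSTRG.28814.1 by 3.85 (adjusted p = 0.0715). MSTRG.28814.1 was not called without Nor 1, Nor 3 or Ver 1. BraA03g001030.3C (probable protein phosphatase 2C 67) changed by -1.34 (standard error 0.36, adjusted p = 0.0383 from edgeR), and its adjusted p reached 0.401 among the alternatives. The lncRNAs rose where these mRNAs fell, as did MSTRG.22964.1, with 2199, 1991 and 2113 counts in Nor and 10803, 14397 and 11250 in Ver. Over all lncRNA-mRNA pairs of Table S7 with both tested, 40 of 98 (40.8%) changed in the same direction.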

In the present study, *BraA06g010260.3 C* (2-oxoglutarate-dependent dioxygenase) was found to be a target gene of bra-miR9556-5p and interacted with *MSTRG.22206.1* and *MSTRG.28814.1*, whereas *BraA03g001030.3 C* (protein phosphatase 2 C) was a target gene of miR169 and interacted with *MSTRG.22964.1.* F-box proteins regulate flower bud differentiation by promoting *FLC* expression in *Arabidopsis thaliana* [63]. The CONSTANS protein could be reversed by E3 ubiquitin-protein ligase at low temperatures to prevent early flowering [64]. Thus, *BraA04g006360.3 C* (E3 ubiquitin‒protein ligase), *BraA03g003100.3 C*, and *BraA01g026330.3 C* (F-box protein) and their related ceRNAs may be involved in the bolting and flowering of Chinese cabbage. MicroRNA396 (miR396) regulates flower organ development by targeting growth-regulating factors and participates in the vernalization and flower development of *Agrostis stolonifera* [65]. 

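The growth-regulating factors BraA03g061010.3C, BraA09g043950.3C and BraA02g014450.3C changed by -1.83 (standard error 0.13), -1.63 (standard error 0.14) and -1.09 (standard error 0.04). BraA03g025790.3C changed by -1.04 (standard error 0.07, adjusted p = 0.000272 from edgeR). Without Ver 1 its log2 fold change was under the threshold, at -0.99, and the sum over its gene changed by -0.94. MSTRG.25184.1 rose by 2.84 (standard error 0.24, adjusted p = 0.00118) and MSTRG.7620.4 by 4.64 (standard error 0.77, adjusted p = 0.0111), while the sum over the gene of the latter rose by 1.69. CircRNA729 had 7, 4 and 4 junction reads in Nor and 0 in Ver. MSTRG.26714.2, which the network joins to BraA03g020550.3C, had 0 counts in Nor and 6, 425 and 395 in Ver, while its gene sum changed by -0.28.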

Four growth-regulating factors (*BraA03g025790.3 C*, *BraA03g061010.3 C*, *BraA09g043950.3 C*, and *BraA02g014450.3 C*) were regulated by miR396a-5p and interacted with *MSTRG.25184.1*, *MSTRG.7620.4*, and *circRNA729.* In addition, low temperature-induced proteins (*BraA03g020550.3 C)* and zinc finger protein (*BraA10g023720.3 C)*, and the corresponding miRNAs, lncRNAs, and circRNAs with which they interacted, were also identified. Further studies on the functions of these vernalization-related ceRNAs, miRNAs, and target genes will advance current understanding of the molecular mechanisms of plant bolting and flowering.

## Conclusions

In this study, whole-transcriptome sequencing was performed on Nor and Ver samples of Chinese cabbage. A total of 2702 mRNAs, 151 lncRNAs, 16 circRNAs, and 233 miRNAs were identified as being differentially expressed between the two samples. GO annotation and KEGG pathway enrichment analyses were performed on the differentially expressed RNAs, revealing their important roles in the regulation of vernalization. Several transcription factors and regulatory proteins that play important roles in the vernalization pathway were identified, such as WRKY transcription factors, MYB transcription factors, NAC transcription factors, bHLH transcription factors, MADS-box, zinc finger protein CONSTANS-like genes, and B3 domain-containing protein. Moreover, we constructed the first vernalization-related ceRNA‒miRNA–target gene regulatory network in Chinese cabbage, comprising 56 DEmRNAs, 34 DEmiRNAs, 40 DElncRNAs, and 7 DEcircRNAs, and identified several genes involved in the regulation of flowering time, floral organ formation, bolting, and flowering. Our findings provide a systematic recognition of mRNAs and ncRNAs and lay a foundation for the further exploration of the molecular regulation mechanism of vernalization in Chinese cabbage.

## Methods

### Plant materials

The double haploid line ‘FT,’ derived from Chinese cabbage variety ‘Fukuda 50,’ was obtained from a microspore culture at the Liaoning Key Laboratory of Genetics and Breeding of Cruciferous Vegetable Crops at Shenyang Agricultural University (Shenyang, China) [66]. The seeds of the control group and the treatment group were germinated and grown in wet filter paper in three culture dish at room temperature (25 ℃). Put 20 seeds in each culture dish, which is a biological repetition. After germination, the seeds were divided into two groups, one of which was vernalized. For the vernalization treatment (Ver), the germinated seeds were placed in a refrigerator at 4 ℃ for 25 d under dark conditions. The second group of seeds (Nor; without low-temperature vernalization) was stored at 25 ℃ for approximately 48 h under dark conditions. When the two groups attained the same length, the seeds were sampled and stored at − 80 °C until subsequent RNA extraction.

### RNA extraction, library construction, and RNA sequencing

Total RNA was extracted from the non-vernalized (Nor 1, Nor 2, and Nor 3) and vernalized (Ver 1, Ver 2, Ver 3) germinated seeds and treated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA integrity and quality were analyzed using a NanoDrop 2000 (Thermo, DE, USA) and an Agilent 2100 Bioanalyzer (Agilent, CA, USA).

For mRNAs, lncRNAs, and circRNAs, a strand-specific library was constructed by removing ribosomal RNA using an Epicenter Ribosomal RNA Zero Gold kit (Illumina, San Diego, CA, USA). Each treatment had three biological repeats, and a total of six libraries were prepared (Nor 1, Nor 2, Nor 3, Ver 1, Ver 2, and Ver 3). After the libraries were qualified, an Illumina Novaseq 6000 (LC-BIO, China) was used for sequencing. The double-ended sequencing read length was 2 × 150 bp (PE150).

For small RNA sequencing, the TruSeq Small RNA Sample Prep Kit (Illumina) was used to prepare six small RNA sequencing libraries. After library preparation, the constructed libraries were sequenced using the Illumina HiSeq 2000/2500 (LC-BIO, China), and the sequence read lengths were 1 × 50 bp.

### mRNA identification and differential expression analysis

Readings containing undetermined bases, low-quality bases, or adapter contamination were removed using Cutadapt [67]. Sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). According to Bowtie2 [68] and Tophat2 [69], clean reads were mapped to the reference genome of *B. rapa* v3.0, and the mapped reads were assembled with StringTie [70]. After the final transcriptome was generated, StringTie [70] and Ballgown [71] estimated the expression levels of all transcripts. DEmRNAs with | log_2_ (fold change) | > 1 and *p* ≤ 0.05 were extracted. GO terms were enriched using Blast2GO by referring to the GO database [72]. KEGG pathway analysis was carried out with reference to the KEGG pathway database (www.kegg.jp/kegg/kegg1.html) [73].

### lncRNA identification and analysis

Transcripts < 200 bp that overlapped with known mRNAs were discarded. CNCI, CPC, and Pfam were used to filter the transcripts with coding potential [74–76]. Transcripts with a CPC score < − 1 and CNCI score < 0 were deleted. The remaining class codes (i, j, o, u, and x) were considered lncRNAs, which may play a cis-acting role in adjacent target genes. The expression levels of the lncRNAs were evaluated using the fragments per kilobase of exon per million mapped reads method. Differential expression of lncRNAs was screened by | log_2_ (fold change) | > 1 and *p* ≤ 0.05. To study the function of the lncRNAs, we predicted their cis-target genes. To achieve this, Perl scripts were used to screen 100 kb upstream and downstream for coding genes. We then used internal scripts to analyze the functions of the lncRNA target genes.

### circRNA identification and analysis

Circexplorer assembled the mapping reads into circRNA [71, 75]. TopHat Fusion and Circexplorer then identified the reverse-splicing reads in the unmapped reads. Based on the structural and splicing sequence characteristics of the circRNAs, the following criteria were used for identification: (1) back-spliced junction reads ≥ 1; (2) mismatch ≤ 2; and (3) distance between the two splicing sites < 100 kb. The circRNA expression levels were calculated using an internal script. The R package edgeR was used to identify the DEcircRNAs between the Nor and Ver libraries, with a | log_2_ (fold change) | > 1 and *p* ≤ 0.05 [76].

### Identification of miRNAs and the prediction of their target genes

After filtering out low complexity, adapter dimers, common RNA families (tRNA, snRNA, sonRNA, and rRNA), and duplications in the original reads, the unique 18‒25 nucleotide sequences were mapped to specific species precursors in miRBase 21.0 (http://www.mirbase.org/) by BLAST search to identify known and novel miRNAs. We analyzed and compared the expression levels of the miRNAs between the Nor and Ver libraries. miRNAs were considered differentially expressed when the | log_2_ (fold change) | > 1 and *p* ≤ 0.05. We used the computational target finder algorithm (TargetFinder) to identify the miRNA binding sites and predict the most abundant miRNA-targeted genes. The GO terms and KEGG pathways for most miRNA targets were also annotated.

### ceRNA network construction and analysis

To reveal the interactions among the mRNAs, miRNAs, lncRNAs, and circRNAs, a ceRNA regulatory network was constructed using circRNA/lncRNA‒miRNA‒mRNA based on the ceRNA hypothesis. The miRNA‒mRNA, miRNA‒lncRNA, and miRNA‒circRNA pairs were predicted using psRobot [77]. Pairwise correlations of the miRNA‒mRNA, miRNA‒lncRNA, and miRNA‒circRNA interactions were evaluated using the Spearman correlation coefficient (SCC) and paired expression profile data [78]. The interaction network was constructed with the RNA pairs with SCC < − 0.5 and visualized using Cytoscape software (https://cytoscape.org) [79].

### Quantitative reverse-transcriptase-polymerase chain reaction (qRT-PCR) validation

To verify the reliability of the whole-transcriptome RNA sequencing results, we randomly selected four DEmRNAs, four DEmiRNAs, four DEcircRNAs, and four DElncRNAs for qRT-PCR validation. Total RNA from the Nor and Ver seed samples was extracted using a TRIzol kit (Invitrogen, USA). RNA was reverse-transcribed into cDNA using an Evo M-MLV RT Kit II according to the manufacturer’s instructions (Accurate Biotechnology, AG11711, China). The mRNA and lncRNA were reverse-transcribed using oligo dT primers and random 6-mer primers. The miRNAs were reverse-transcribed using the specific stem-loop primers and downstream primers for the U6 endogenous reference gene. For reverse transcription of the circRNA, we used the qRT-PCR primers that we designed and the random 6-mer primers provided by the kit. The reverse-transcribed cDNA was diluted 10 times as the template for qRT‒PCR, which was performed with the SYBR Green Premix Pro Taq HS qPCR Kit according to the manufacturer’s guidelines (Accurate Biotechnology, AG11701, China) on an ABI 7300 (Thermo Fisher Scientific, Waltham, MA, USA). All qRT‒PCR reactions were performed using three technical replicates and three biological replicates. Primer sequences are listed in Table S8. RT is the specific reverse transcription primer that was used to amplify circRNAs and miRNAs. The qRT‒PCR conditions were as follows: 50 °C for 2 min, 95 °C for 30 s, followed by 40 cycles at 95 °C for 30 s, 60 °C for 30 s, and finally at 95 °C for 15 s, 60 °C for 1 min, and 95 °C for 15 s. U6 (AACGCTTCACGAATTTGCGT) was used as the endogenous control of the miRNAs. Actin (F: CGAAACAACTTACAACTCCA; R: CTCTTTGCTCATACGGTCA) was used as the endogenous control for mRNAs, lncRNAs, and circRNAs. SAS9.3 software was used to analyze the significant differences in expression levels among different samples. In addition, we detected and analyzed the expression patterns of the above-mentioned 16 RNAs at different vernalization times (0, 5, 10, 15, 20, 25, and 30 d). The qRT‒PCR method for these analyses was the same as described above.

## Supplementary information

Additional file 1 **Table S1.** Summary of the RNA-seq data.

Additional file 2 **Table S2.** Summary of all mRNAs, lncRNAs, circRNAs, and miRNAs identified in this study.

Additional file 3 **Table S3.** Summary of differentially expressed (DE) mRNAs, lncRNAs, circRNAs, and miRNAs identified in this study.

Additional file 4 **Table S4.** List of GO terms for differentially expressed (DE) mRNAs, lncRNAs, circRNAs, and miRNAs.

Additional file 5 **Table S5.** Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments for differentially expressed (DE) mRNAs, lncRNAs, circRNAs, and miRNAs.

Additional file 6 **Table S6.** Summary of valid data from the RNA‒Seq data sRNA libraries.

Additional file 7 **Table S7.** Summary of ceRNA relationships.

Additional file 8 **Table S8.** Primers used for qRT-PCR.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files. The transcriptome sequencing data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) Database under accession number GSE171707 and GSE171708. Genomic sequences and gene annotation information of *B. rapa* were downloaded from http://brassicadb.cn/#/.

## Abbreviations

miRNA: microRNA
lncRNA: long non-coding RNA
ceRNA: competitive endogenous RNA
FLC: flower locus C
*SOC1*: suppressor of CONSTANS overexpression 1
FT: flowering locus T
FRI: frigida
VIN3: vernalization insensitive 3
VRN1: vernalization 1
VRN2: vernalization 2
ncRNAs: non-coding RNAs
circRNAs: circular RNAs
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genome
SCC: Spearman correlation coefficient
qRT‒PCR: quantitative real-time PCR
DEmRNAs: differentially expressed mRNAs
bHLH: basic helix-loop-helix
BP: biological process
CC: cytoplasm under cellular component
MF: molecular function
DElncRNAs: differentially expressed lncRNAs
DEcircRNAs: differentially expressed circRNAs
DEmiRNAs: differentially expressed miRNAs
ERF: ethylene-responsive transcription factor

# Supplementary material for: Whole-transcriptome sequencing reveals a vernalization-related ceRNA regulatory network in chinese cabbage (Brassica campestris L. ssp. pekinensis)
**Source:** BMC Genomics. 2021 Nov 13;22:819. doi: 10.1186/s12864-021-08110-2
**Supplement:** Supplementary file 1 — Table S1. Summary of the RNA-seq data.

Table S1 Summary of the RNA-seq data

| Sample | Nor1 | Nor2 | Nor3 | Ver1 | Ver2 | Ver3 |
| --- | --- | --- | --- | --- | --- | --- |
| Raw data Read | 109656584 | 101960274 | 106450504 | 100021522 | 102908868 | 105475762 |
| Raw data Base | 16.45G | 15.29G | 15.97G | 15.00G | 15.44G | 15.82G |
| Valid data Read | 91577148 | 76477304 | 92183402 | 84629688 | 85688698 | 89520912 |
| Valid data Base | 13.74G | 11.47G | 13.83G | 12.69G | 12.85G | 13.43G |
| Valid ratio | 83.51% | 75.01% | 86.60% | 84.61% | 83.27% | 84.87% |
| Q20 | 99.99% | 99.99% | 99.99% | 99.98% | 99.98% | 99.98% |
| Q30 | 97.95% | 97.92% | 97.81% | 97.87% | 97.88% | 97.84% |
| GCcontent | 45% | 45% | 45% | 46% | 46% | 46% |
| Mapped reads | 80662031(88.08%) | 67421958(88.16%) | 80988659(87.86%) | 74834584(88.43%) | 75947808(88.63%) | 79255843(88.53%) |
| Unique Mapped reads | 65119872(71.11%) | 54633581(71.44%) | 65222665(70.75%) | 60642550(71.66%) | 61400002(71.65%) | 63984481(71.47%) |
| Multi Mapped reads | 15542159(16.97%) | 12788377(16.72%) | 15765994(17.10%) | 14192034(16.77%) | 14547806(16.98%) | 15271362(17.06%) |
| Reads map to sense strand | 38451732(41.99%) | 32094129(41.97%) | 38533252(41.80%) | 35672715(42.15%) | 36238295(42.29%) | 37732605(42.15%) |
| Reads map to antisense strand | 38662060(42.22%) | 32240225(42.16%) | 38753162(42.04%) | 35766519(42.26%) | 36451020(42.54%) | 37916054(42.35%) |
| Non-splice | 59684838(65.17%) | 49836592(65.17%) | 59519443(64.57%) | 55696940(65.81%) | 56775388(66.26%) | 58972384(65.88%) |
| splice | 17428954(19.03%) | 14497762(18.96%) | 17766971(19.27%) | 15742294(18.60%) | 15913927(18.57%) | 16676275(18.63%) |

# Supplementary material for: Whole-transcriptome sequencing reveals a vernalization-related ceRNA regulatory network in chinese cabbage (Brassica campestris L. ssp. pekinensis)
**Source:** BMC Genomics. 2021 Nov 13;22:819. doi: 10.1186/s12864-021-08110-2
**Supplement:** Supplementary file 6 — Table S6. Summary of valid data from the RNA‒Seq data sRNA libraries.

**Table S6** Summary of valid data from the summary of the RNA‒Seq data sRNA libraries.

| Library | | Raw reads | 3ADT&length filter | Junk reads | Rfam | mRNA | Repeats | Valid reads |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ‘Nor1’ | Total | 18561688 | 6479154 | 77532 | 1294088 | 406260 | 76372 | 10285352 |
|  | %of Total | 100 | 34.91 | 0.42 | 6.97 | 2.19 | 0.41 | 55.41 |
|  | Unique | 3409924 | 906166 | 45034 | 19733 | 9016 | 664 | 2430404 |
|  | %of Unique | 100 | 26.57 | 1.32 | 0.58 | 0.26 | 0.02 | 71.27 |
| ‘Nor2’ | Total | 17421878 | 8030770 | 58057 | 1020033 | 314940 | 76773 | 7975575 |
|  | %of Total | 100 | 46.1 | 0.33 | 5.85 | 1.81 | 0.44 | 45.78 |
|  | Unique | 3101411 | 1045371 | 35933 | 17364 | 6792 | 588 | 1996355 |
|  | %of Unique | 100 | 33.71 | 1.16 | 0.56 | 0.22 | 0.02 | 64.37 |
| ‘Nor3’ | Total | 16806048 | 7076057 | 64813 | 1028573 | 313511 | 63628 | 8305774 |
|  | %of Total | 100 | 42.1 | 0.39 | 6.12 | 1.87 | 0.38 | 49.42 |
|  | Unique | 3147298 | 984216 | 39110 | 17394 | 7002 | 586 | 2099889 |
|  | %of Unique | 100 | 31.27 | 1.24 | 0.55 | 0.22 | 0.02 | 66.72 |
| ‘Ver1’ | Total | 18084473 | 8996195 | 45595 | 1174069 | 430239 | 26052 | 7448976 |
|  | %of Total | 100 | 49.75 | 0.25 | 6.49 | 2.38 | 0.14 | 41.19 |
|  | Unique | 2277523 | 888914 | 27631 | 16250 | 7526 | 455 | 1337723 |
|  | %of Unique | 100 | 39.03 | 1.21 | 0.71 | 0.33 | 0.02 | 58.74 |
| ‘Ver2’ | Total | 18189123 | 10149537 | 46691 | 1006249 | 308961 | 17961 | 6685516 |
|  | %of Total | 100 | 55.8 | 0.26 | 5.53 | 1.7 | 0.1 | 36.76 |
|  | Unique | 2267043 | 938522 | 28020 | 14866 | 6318 | 392 | 1279714 |
|  | %of Unique | 100 | 41.4 | 1.24 | 0.66 | 0.28 | 0.02 | 56.45 |
| ‘Ver3’ | Total | 16014864 | 8521263 | 33250 | 936210 | 314363 | 18217 | 6217776 |
|  | %of Total | 100 | 53.21 | 0.21 | 5.85 | 1.96 | 0.11 | 38.83 |
|  | Unique | 2214851 | 915203 | 21911 | 16068 | 5842 | 394 | 1256294 |
|  | %of Unique | 100 | 41.32 | 0.99 | 0.73 | 0.26 | 0.02 | 56.72 |

How the deposited data were processed for this re-analysis (not part of the article)

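RNA was measured in 3 Nor and 3 Ver libraries of germinated seeds of Chinese cabbage, depleted of ribosomal RNA and sequenced as strand-specific paired-end reads. For linear transcripts, the authors deposited an estimated count and an FPKM value per transcript and library, made from Bowtie2 and TopHat2 alignments to B. rapa v3.0 with StringTie and Ballgown. The estimated counts are as deposited by the authors, are whole numbers, and within a library are proportional to FPKM times transcript length apart from rounding, except for transcripts with few counts. The FPKM values are as deposited by the authors, normalized for length and library size, with 0 written as 0.0001. For circRNAs, the authors deposited a back-splice junction read count per circRNA and library, without normalization, made with TopHat-Fusion and CIRCexplorer. The SRPBM values, a normalized signal, were deposited by the authors and derive from the junction read counts and a library total.

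Transcripts of the reference annotation (33354) were taken as mRNAs and assembled transcripts of class i, u or x and at least 200 bp as lncRNAs (3600). These class codes were chosen after seeing the data, because the transcript type that was to define lncRNAs was not stated. The coding potential filters of the authors were not repeated. The estimated counts were fitted with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg adjustment over the tested mRNAs or lncRNAs), and calls were made at an absolute log2 fold change above 1 with an unadjusted p of at most 0.05. The Ver samples were compared with the Nor samples and replicates were not treated as paired. The standard error of an edgeR fold change is its absolute log2 value divided by the square root of the F statistic. It was not estimated by the fit itself. For circRNAs, edgeR was run on circRNAs with at least 5 junction reads, with mapped reads as library sizes. GO terms and KEGG pathways come from the authors' annotation of the tested mRNAs and were tested for an excess of DEmRNAs with a one-sided exact hypergeometric test. Cis pairs are DElncRNAs and DEmRNAs within 100 kb. Sets of mRNAs (11) were tested with camera and fry of limma 3.58.1. Tables were handled with Python 3.11, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

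The genes named are those the paper names in its results or discussion or in Fig. 6C or Fig. 9, the 4 mRNAs with the largest rise and the 4 with the largest fall, and the largest rise and fall in the antenna protein and circadian pathways. The 4 and 4 were taken among mRNAs with an adjusted p of at most 0.05, no overlap between the Nor and Ver libraries, and at least 10 counts on average in the lower group. Assembled isoforms and antisense transcripts of the named flowering genes, and circRNAs called outside Fig. 6C, were chosen after their values were seen. A group with 3 or fewer counts in each library is treated as at the floor, and a change against it is given as a lower bound.

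The estimated counts total between 83976912 and 104903263 per library. The common dispersion was 0.363. With simulated changes, the edgeR test found 60% of 200 transcripts changed 8-fold at an adjusted p of at most 0.05. The preset dispersion of 0.16 found 97%, and 92.8% of its calls were false. For circRNAs, 95% of 20 changed 16-fold were found. They were drawn from circRNAs with more reads, at a spread that was not estimated from the junction reads. The 95% therefore does not give the power for the real circRNAs, of which 0 had an adjusted p of at most 0.05. On the unadjusted p, the edgeR quasi-likelihood test found 96% of the changed transcripts, and 4.57% of the unchanged ones had a p below 0.05.

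Alternatives set before the data were examined were DESeq2 1.42.0, RLE factors, no composition factors, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other dispersions, a robust fit, other filters, FPKM ratios, counts summed over a gene, a block for the replicate, adjusted in place of unadjusted p, and each library left out. A further 4 were added after seeing the data, which are counts rescaled to read pairs, class codes i, j, o, u and x as lncRNAs, library sizes implied by SRPBM, and the edgeR exact test with tagwise dispersions. The fits other than DESeq2 and those with a library left out were applied to the transcription factor families after seeing the data, and so were the fits other than those with a library left out to the counts per pathway. miRNA counts, the open reading frame comparison and the qRT-PCR time course were not analysed here.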

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

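All tests in this part were chosen only after the result was seen, except the test on the DEcircRNAs of the A06 region, whose criterion was set after its value was known.

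Signal was found in assembled isoforms (class j), which the paper does not analyse as mRNAs. Of these, 1723 were past the thresholds in genes with no DEmRNA, out of 17389 tested and 2295 called. Among them, after the values were seen, an isoform of the FLC gene BraA10g027720.3C changed by -2.87 on the log2 scale (standard error 0.17), an isoform of the VERNALIZATION INSENSITIVE 3-like gene BraA03g012460.3C rose by 2.06 (standard error 0.21), and an isoform of the TWIN SISTER of FT-like gene BraA07g031650.3C rose by 3.78 (standard error 1.07, adjusted p = 0.0682). The last was not called without Nor 3 or by limma on log2(FPKM + 1), and its adjusted p over the alternatives reached 0.185. The annotated transcripts of the 3 genes were not tested, because their counts were few.

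Of the 11 flowering and cold genes not called, 4 have another transcript and a gene sum past the thresholds. This restates that counts of these genes lie on another isoform and is no test of why they do. The count of isoforms called also depends on how reads are divided, which may vary from library to library. In the 9 splits that mix Nor and Ver libraries, a median of 81.4% of the called mRNAs (range 73.9% to 83.4%) lay in a gene with an assembled isoform of class j, against 37.3% of the tested mRNAs and 23.8% of those called between Nor and Ver. For the FLC gene on A10, reads shared with the 2 called FLC genes could produce a fall of the same size. The gene sum changed by -2.77 (standard error 0.13), just outside the range of -4.22 to -2.94 of the called genes, by less than the combined errors, so a change of its own and shared reads cannot be told apart, since the counts do not show which reads were shared. A response of the A10 FLC gene to vernalization stays open and was not tested separately.

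Counts concentrate on chromosome A06 between 15078916 and 15623235, a region the paper does not discuss. Its 88 transcripts hold 12.7% of the estimated counts in the Nor libraries (SD 1.5, n = 3) and 12.6% in the Ver libraries (SD 2.83, n = 3). The region also holds 136 circRNAs (13.9% of all) and 6 of the 17 DEcircRNAs, 5 of them lower in Ver. RNA of the chloroplast genome placed on a nuclear copy of chloroplast DNA may account for the concentration. In the region, 33.3% of the mRNAs (4 of 12) have a product that chloroplasts encode, against 0.0390% of all mRNAs. A different total amount of RNA on the region was not seen. The share of the counts differed by -0.113 percentage points between the groups and lay between 10.5% and 15.8% in all libraries. This cannot decide what lies behind the DEcircRNAs of the region, because they are past the fold change threshold by selection. The higher one, circRNA206, had 0 reads in Ver 3. Among the lower ones, circRNA1006, circRNA882 and circRNA886 each had all their reads in 1 library. Of the single transcripts of the region, 2 mRNAs with a chloroplast product were DEmRNAs and lower in Ver, as were 5 of the 6 DEcircRNAs. None of the 35 class o transcripts tested was past the thresholds (2 had an unadjusted p under 0.05), and there were 0 DElncRNAs. BraA06g023070.3C (atpA) had 459, 279864 and 344460 counts in Nor and 617, 173 and 130 in Ver. BraA06g023040.3C (CP43) had 11644, 4809 and 15635 in Nor and 3598, 5332 and 3275 in Ver. For both, the Nor and Ver libraries overlapped. Whether the amount of RNA differs at the loci of the DEcircRNAs stays open. No biological explanation was tested for the concentration.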

How the results depend on the processing

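The alternatives concern the results at the claims, and for count results a change of more than 1.5 times is listed. Of the values compared for counts and shares, 267 stayed within this limit, 34 moved and 6 reversed. For single genes and circRNAs the tally covers only part of those named and of the settings. In it, 262 values kept their direction and their side of the thresholds, 21 became weaker, 10 became stronger and 1 reversed. Calls lost by other circRNAs of Fig. 6C are not in it, such as circRNA738 and circRNA259, called under 5 and 6 of 14 alternatives. The calls of BraA04g031640.3C with preset, common or tagwise dispersions are not in it either. Where no cause is given below, the cause was not tested. The tests on splits were chosen before the result was seen only for the cis pairs and the ceRNA members.

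With a mean CPM of at least 1, which leaves fewer transcripts to test, there were 2979 DEmRNAs and 427 DElncRNAs. Limma on log2(FPKM + 1) gave 2049 and 340, and a preset dispersion of 0.16 gave 1096 DElncRNAs. For the transcription factor families, settings chosen after seeing the data gave 91 with a mean CPM of at least 1 and 52 with limma on log2(FPKM + 1), against 178. With class codes i, j, o, u and x, chosen after seeing the data, 3210 DElncRNAs were called and 23445 lncRNAs were identified, 581 in Nor only and 578 in Ver only, because more transcripts count as lncRNAs. For DEcircRNAs, DESeq2 gave 10, junction totals without TMM 30 (21 higher, 9 lower, against 3 and 14) and no filter 44 (10 of them at an adjusted p of at most 0.05), and with adjusted p in the unchanged fit there were 0, against 17 with an unadjusted p of at most 0.05. Adjusted p also gave 86 GO terms, 1562 cis pairs and 373 isoform switches.

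Requiring at least 2 junction reads over a group left 261 circRNAs in Nor only, and requiring a read in at least 2 libraries of a group left 202 in all, 73 in Nor only and 60 in Ver only. A window of 10 kb gave 312 cis pairs and overlapping spans 53, since fewer pairs are eligible. Isoform switches numbered 2854 with gene sums of FPKM in limma. Summed per gene, 13 flowering and cold genes were called, and the log2 fold change of BraA05g028310.3C reversed to -0.11. The difference in mean log10 FPKM between DElncRNAs and DEmRNAs reversed to 0.264 over all identified transcripts. There the mRNAs come from the annotation and the lncRNAs from assembly of the reads, so the classes entered by unlike rules.

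With each library left out in turn, the DEcircRNAs ranged from 4 (without Nor 1) to 16, the lncRNAs in Ver only from 89 to 176 (without Nor 1), the circRNAs in Nor only from 274 (without Nor 3) to 460, and the difference in mean log10 FPKM from -0.0059 (without Ver 3) to 0.0328. The last was above 0 without each of the other 5 libraries, at 0.0248 without Nor 1, 0.0135 without Nor 2, 0.0076 without Ver 1 and 0.0246 without Ver 2. DEmRNAs ranged from 4638 to 4772, DElncRNAs from 691 to 723 and transcription factors from 165 to 173.

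The replicate numbers carry no stated pairing. The correlation of the same-numbered Nor and Ver libraries, after removing the group means, was 0.00617, 0.00924 and 0.00181, so the libraries were not treated as paired. With a block for the replicate number there were 11 DEcircRNAs, 4197 DEmRNAs and 657 DElncRNAs. The block uses degrees of freedom, and in simulated data it found 48.5% of the changed transcripts against 60% without it.

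The 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 is possible and a chance division cannot be told apart by this test alone. For DEmRNAs, 1 of the 10 splits (the real one) gave as many, with 4724 against 273 to 316 in the others, and 3975 against 0 to 4 at an adjusted p of at most 0.05. For DElncRNAs it was also 1 (728 against 34 to 54), as for GO terms (1, 373 against 113 to 209), KEGG pathways (1, 27 against 0 to 5), set tests (1, 7 against 2 to 4), isoform switches (1, 641 against 232 to 265), transcription factors (1, 178 against 3 to 9), flowering and cold genes (1, 8 against 0), cis pairs (1, 2559 against 5 to 13) and ceRNA mRNAs and lncRNAs (1, 81 against 0 to 3). The paper picked the flowering and cold genes and the ceRNA members on these same libraries. The real split was favoured for both, so their counts are not independent evidence. For DEcircRNAs, 7 of the 10 splits gave at least 17, with 12 to 25 in the others.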

Differences from the paper's values

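Where alternatives are named here, they were set before the data were examined unless stated otherwise.

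The paper's 2702 DEmRNAs compare with 4724 here, the paper's 1303 upregulated with 2234 and the paper's 1399 downregulated with 2490. For the total, a mean CPM of at least 1 (2979), limma on log2(FPKM + 1) (2049) and adjusted p (3975) came within 1.5 times, and the other alternatives did not. The upregulated DEmRNAs came within it with a mean CPM of at least 1 (1382), limma on log2(FPKM + 1) (995) and adjusted p (1852), and the downregulated ones with a mean CPM of at least 1 (1597), limma on log2(FPKM + 1) (1054) and a common dispersion (2051).

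For lncRNAs, the paper's 1858 identified compare with 3600 here, the paper's 51 in Nor only with 142 and the paper's 38 in Ver only with 112. The paper's 151 DElncRNAs compare with 728, the paper's 87 upregulated with 385 and the paper's 64 downregulated with 343. None of the alternatives closed these gaps.

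The paper's 6 upregulated DEcircRNAs compare with 3 here. The gap closed with DESeq2 (4), the exact test (6), junction totals with TMM (5), at least 10 junction reads (7), without Nor 2 (5), without Nor 3 (6) and without Ver 3 (5), and with library sizes implied by SRPBM (4), which was chosen after seeing the values. The others did not close it. The paper's total of 16 was reached with at least 10 junction reads and without Ver 3, and the paper's 10 downregulated with junction totals with TMM.

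Among transcription factors, the paper's 4 WRKY compare with 22 here, the paper's 11 MYB with 45, the paper's 1 NAC with 16, the paper's 8 bHLH with 24 and the paper's 2 AP2/ERF with 46. Adjusted p, DESeq2 and leaving out each library, set for the families before the data were examined, did not close these gaps. Of the other fits, applied to the families and pathways after seeing the values, limma on log2(FPKM + 1) closed the gap for bHLH (9), and none closed the others. The paper's 6 B3 mRNAs compare with 13, and the paper's 5 upregulated with 8. Adjusted p brought these to 9 and 6, and without Ver 1, Ver 2 or Ver 3 the upregulated were 7 each. Chosen after seeing the values, a mean CPM of at least 1 gave 7 and 5, limma on log2(FPKM + 1) gave 5 and 5, and the replicate block and counts rescaled to read pairs gave 6 upregulated each. The paper's 1 downregulated B3 mRNA compares with 5, and no fit that was run closed it. In starch and sucrose metabolism the paper's 94 DEmRNAs compare with 165, and in plant hormone signal transduction the paper's 105 with 200. Adjusted p, genes in place of transcripts and leaving out each library closed neither gap. Chosen after seeing the values, a mean CPM of at least 1 closed both (108 and 127) and limma on log2(FPKM + 1) closed the second (84), and the other fits closed neither.

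The paper gives the mRNAs specific to Nor and to Ver with the numbers found here for Ver (1799) and Nor (1659). It states a higher expression of DEmRNAs than of DElncRNAs, where the mean log10 FPKM was 0.218 and 0.210 here (permutation test, p = 0.781). The median FPKM, 1.45 and 1.17, was higher for the DEmRNAs, as the paper states. It describes most cis interactions as one-to-one, while 586 of 683 DElncRNAs had several DEmRNAs within 100 kb here. Within 10 kb, 186 of 238 had 1, and for overlapping spans 37 of 45.

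The paper lists BraA10g027720.3C, BraA03g015950.3C, BraA07g031650.3C, BraA03g012460.3C and BraA04g031640.3C as not differentially expressed. Their gene sums were past the thresholds, and the transcript of BraA04g031640.3C was also called with DESeq2, limma on log2(FPKM + 0.1), a preset dispersion of 0.16, a common dispersion, without Nor 1, and with 2 settings chosen after seeing the values (counts rescaled to read pairs and tagwise dispersions). The genes it names as FT, BraA09g057390.3C and BraA06g013820.3C, are described as MOTHER of FT and TFL1 in the authors' table.

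Of the DEcircRNAs in Fig. 6C, circRNA1157, circRNA1134 and circRNA1099 were not called here (unadjusted p of 0.0572, 0.0566 and 0.0524). The first and second were called with junction totals without TMM, with no filter and without Ver 3. CircRNA1099 was called with the exact test, junction totals with TMM, junction totals without TMM, at least 10 junction reads and without Nor 2.

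The paper names glucosinolate biosynthesis and tryptophan metabolism as enriched among the cis targets, and the exact hypergeometric p was 0.522 and 0.776 here. Desulfoglucosinolate sulfotransferase activity, which it also names, held 0 of 10 mRNAs. It describes starch and sucrose metabolism as significantly enriched, and here p was 0.00252, while its own Table S5 gives the paper's p of 0.182. The terms it gives as holding the majority of DEmRNAs held at most 1509 of 4569 here (nucleus).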

Other observations

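The tests in this part were chosen after the result was seen, except the test on the loss of circRNA reads at all loci in Ver 3.

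In Ver 3, 3 circRNAs with 0 junction reads had over 100 in both Ver 1 and Ver 2, of 5 with over 100 in both. Fewer mapped reads in Ver 3 were not the reason, since Ver 3 had 1.05 times the mapped reads of the mean of Ver 1 and Ver 2. A loss of circRNA reads at all loci was not seen either. Over 12 other circRNAs with over 20 reads in both libraries, the median ratio of Ver 3 to the mean of Ver 1 and Ver 2 was 0.968, although 3 of the 12 had 0 reads in Ver 3. What removed the reads of these circRNAs in Ver 3 stays open.

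Of the circRNAs, 114 have their ends in 2 mRNA genes. Reads shared between neighbouring paralogs may produce such junctions. Without 2 seen beforehand, 56.2% of 112 (63) join genes of the same description, against 2.21% of random pairs (one-sided permutation test, p = 0.0001, the smallest that 10000 draws can give). Among all 114, those that join genes of the same description hold 61.3% of all junction reads. A trans-spliced or circular RNA of these genes was not tested.

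The mRNAs of the lipid storage body were higher in Ver in 85% of 20 cases. RNAs kept from the dry seed may account for part of this. The tested cruciferin, napin and 2S albumin mRNAs (13) had a median log2 fold change of 2.74, with 11 higher in Ver, and all 14 tested oleosin mRNAs were higher. A first, broader pattern for the storage proteins gave a median of 1.54 over 15. Summed counts rose from 2946 to 44328 for the storage proteins and from 1567 to 79981 for the oleosins. The cruciferin CRU4 (BraA10g002460.3C) fell by 4.34 on the log2 scale (standard error 1.52, adjusted p = 0.0852 from edgeR). A napin-B mRNA (BraA01g020050.3C) changed by -1.30 (standard error 0.34, adjusted p = 0.0363 from edgeR). The set nutrient reservoir activity, with 74 mRNAs, did not differ (camera, adjusted p = 0.323), and 52.7% of it was higher in Ver. A response to 4 °C and an effect of the different age of the seeds cannot be told apart, because 0 libraries come from seeds of the same age without cold.

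For BraA07g025830.3C (topless-related protein 1), chosen after its values were seen, the annotated transcript had 0 counts in Nor and was at least 1943-fold higher in Ver, while 2 assembled isoforms of the same gene changed by -3.10 and -3.43 and the gene sum by -0.38.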
